# Analysis of DNA Methylation Differences during the JIII Formation of *Bursaphelenchus xylophilus*

**DOI:** 10.3390/cimb45120603

**Published:** 2023-11-30

**Authors:** Peng Wang, Yongxia Li, Zhenkai Liu, Wei Zhang, Dongzhen Li, Xuan Wang, Xiaojian Wen, Yuqian Feng, Xingyao Zhang

**Keywords:** whole genome bisulfite sequencing, DNA methylation, *Bursaphelenchus xylophilus*, differentially methylated regions, gene expression, environmental suitability

## Abstract

DNA methylation is a pivotal process that regulates gene expression and facilitates rapid adaptation to challenging environments. The pinewood nematode (PWN; *Bursaphelenchus xylophilus*), the causative agent of pine wilt disease, survives at low temperatures through third-stage dispersal juvenile, making it a major pathogen for pines in Asia. To comprehend the impact of DNA methylation on the formation and environmental adaptation of third-stage dispersal juvenile, we conducted whole-genome bisulfite sequencing and transcriptional sequencing on both the third-stage dispersal juvenile and three other propagative juvenile stages of PWN. Our findings revealed that the average methylation rate of cytosine in the samples ranged from 0.89% to 0.99%. Moreover, we observed significant DNA methylation changes in the third-stage dispersal juvenile and the second-stage propagative juvenile of PWN, including differentially methylated cytosine (DMCs, *n* = 435) and regions (DMRs, *n* = 72). In the joint analysis of methylation-associated transcription, we observed that 23 genes exhibited overlap between differentially methylated regions and differential gene expression during the formation of the third-stage dispersal juvenile of PWN. Further functional analysis of these genes revealed enrichment in processes related to lipid metabolism and fatty acid synthesis. These findings emphasize the significance of DNA methylation in the development of third-stage dispersal juvenile of PWN, as it regulates transcription to enhance the probability of rapid expansion in PWN.

## 1. Introduction

The pine wood nematode (PWN; *Bursaphelenchus xylophilus*) is a devastating pathogen that causes pine wilt disease in pine trees, and pine trees infected with PWN will eventually die [1,2]. This microscopic nematode has a complex life cycle, with developmental stages of phytophagy (feeding on plants) and mycetophagy (feeding on fungi), as well as different life cycles, including propagative and dispersal cycles (Figure 1A) [3]. After being transmitted into the living tree through the vector insect (*Monochamus* spp.), the PWN initially feeds on the epithelial cells surrounding the cortex and xylem, and then migrates within the tree primarily through resin canals (phytophagous stage). As the tree starts to exhibit signs of withering and other symptoms, the PWN switches to feeding on the fungi present inside the tree (mycophagia). During this process, PWN undergoes a propagative cycle, starting with the hatching of eggs into three propagative juvenile stages (J2, J3, and J4), which eventually develop into adults [1,4,5]. When autumn arrives, unfavorable living conditions such as low temperatures, dryness, and food scarcity start to appear. This triggers a halt in the reproductive cycle of PWN, and the second-stage propagative juvenile (J2) gradually develop into the third-stage dispersal juvenile (JIII) [6,7]. JIII is capable of withstanding adverse external conditions, and under the influence of the vector insect, *Monochamus* beetles, transforms into the fourth-stage dispersal juvenile (JIV) in the following spring. When the *Monochamus* beetles emerge and feed on healthy pine trees, JIV is transferred to the trees. Under suitable environmental conditions, JIV transforms and develops into adults within the pine trees, thus entering the reproductive cycle [8,9]. Therefore, understanding the formation mechanism of JIII is crucial for preventing the spread of PWN.

Numerous studies have shown that external environmental stress can induce epigenetic changes, including alterations in DNA methylation [10]. This reversible change allows organisms to respond rapidly to environmental fluctuations, thereby enhancing their adaptability to environmental stress [11,12]. DNA methylation is capable of regulating the expression of specific genes without altering the genome itself [13]. This epigenetic modification plays a crucial role in facilitating the rapid adaptation of organisms to their environment, particularly in harsh or challenging conditions [14,15]. For instance, alterations in methylation patterns triggered by temperature stress can exert a regulatory influence on the sex determination of organisms. In response to temperature induction, the European sea bass can modify the methylation level of the *cypl9a* promoter in its gonads, thereby affecting the sex ratio [16]. Similarly, sea turtles can regulate the expression of the sex-related gene *Sox9*, which enables the development of bidirectional gonads into either ovaries or testes [17]. DNA methylation can affect the differentiation of honeybee queens and worker bees and the rapid response of zebrafish to external environmental stress, thereby improving the adaptability of the population to adverse environments [18,19,20]. Although the aforementioned studies have provided evidence that environmental changes can alter the DNA methylation patterns of organisms, there is a dearth of research on whether DNA methylation modifications occur in PWN, enabling JIII to swiftly adapt to environmental changes.

DNA methylation is a crucial regulatory mechanism in the epigenetic process. DNA methylation is a process in which DNA methyltransferases (DNMTs) catalyze the transfer of the methyl group from the methyl donor S-adenosylmethionine (SAM) to specific bases in DNA [21]. 5-methylcytosine (5mC) is a prominent DNA modification found in eukaryotes, and its methylase is conserved across various biological species, including animals, plants, and fungi [22]. In most vertebrate cells, approximately 60–90% of CpG dinucleotides are modified to 5-methylcytosine (5mC), which is believed to contribute to genome stability [23,24]. In contrast, the degree of DNA methylation varies greatly in invertebrate genomes, with a tendency towards sparse methylation. In these genomes, DNA methylation is primarily targeted to specific transcriptional units, rather than being widespread [25].

In the study of DNA methylation modifications in nematodes, significant differences were observed in the level and pattern of DNA methylation among nematode species, and these landscapes also exhibit dynamic changes over different periods [22,26]. As a model organism, *Caenorhabditis elegans* showed a complete absence of cytosine methylation but exhibited low-level adenine methylation modifications [27]. Conversely, cytosine methylation was found in the animal parasitic nematode *Trichinella spiralis*, confirming the presence of DNA cytosine methylation in nematodes [28]. In the distribution of DNA cytosine methylases among the major groups of nematodes, it was discovered that the enzymes necessary for 5mC methylation were either partially or completely absent in certain nematode groups [22]. However, the precise level and pattern of DNA methylation in PWN, particularly across its entire genome, remain uncertain.

Changes in DNA methylation often lead to changes in gene expression, making the joint analysis of DNA methylation and transcriptome crucial in the thorough investigation of biological growth and environmental adaptation [29,30]. Bisulfite sequencing is currently one of the most accurate and effective methods for obtaining single-base resolution biological DNA methylation profiles, enabling the description of genome-wide DNA methylation profiles [31]. In this study, we performed whole-genome bisulfite sequencing (WGBS) on four different developmental stages in PWN, constructing a comprehensive methylation map of its genome. We analyzed the differences in genomic methylation during JIII formation to gain insights into the role of DNA methylation in environmental adaptation, as well as to identify DNA methylation modification signatures associated with fitness. In addition, we employed RNA-seq to integrate methylation changes and differences in gene expression, enabling us to identify differentially methylated regions and associated genes during JIII formation to elucidate the regulatory role of DNA methylation in the environmental adaptation of PWN.

## 2. Materials and Methods

### 2.1. Nematodes in Different Developmental Stages

Different developmental stages of PWNs were obtained from Fushun City (Liaoning Province, China) in October 2022. The PWNs in the form of JIII were selected in deionized water. The JIII were cultured on the mycelia of *Botrytis cinerea* on potato dextrose agar (PDA) (Becton, Dickinson and Company, Sparks, MD, USA) plates at 25 °C for 5 days incubator without light to obtain different stages of propagative juvenile. Eggs of the PWNs were collected in glass dishes and incubated at 25 °C in the dark for 24 h, then almost all the eggs hatched to J2. The J2 were inoculated on *B. cinerea* and cultured for 30 h and 54 h to obtain J3 and J4 in turn.

### 2.2. DNA and RNA Extraction

Genomic DNA for 12 groups of PWNs from different stages (3 replicates for each stage: J2, J3, JIII, J4) was extracted using the DNeasy Blood and Tissue kit from Qiagen. The DNA was extracted following the Spin-column Protocol for Purification of Total DNA from Animal Blood or Cells (Qiagen, Venlo, The Netherlands, July 2020). DNA was quantified using the Qubit dsDNA HS Assay Kits for fluorometric quantification on a Qubit 4 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). The DNA extract was used for both WGBS and subsequent validation analysis.

Total RNA was extracted separately from the powders of different stages of PWNs using the TransZol Up Plus RNA Kit (TransGen Biotech, Beijing, China). RNA was quantified using the Qubit RNA BR Assay Kits for fluorometric quantification on a Qubit 4 Fluorometer (Thermo Fisher Scientific). RNA degradation and contamination were monitored on 1% agarose gel electrophoresis. The RNA extract was used for both RNA-seq and subsequent qRT-PCR.

### 2.3. WGBS Library Preparation

Before constructing the library, the Bioruptor system was utilized to fragment a mixture of 1 µg of genomic DNA and unmethylated lambda DNA resulting in an average size of approximately 250 bp. After the DNA is fragmented, it undergoes a process of repair, blunting, and phosphorylation of the ends with a mixture of T4 DNA polymerase (Thermo Fisher Scientific), Klenow fragment, and T4 polynucleotide kinase. The blunt DNA fragments are first subjected to 3′-adenylation using the Klenow fragment, which targets the 3′-5′ exons. The resulting fragments are then ligated to adapters containing 5′-methylcytosines instead of regular cytosines, using T4 DNA ligase. After each step, DNA was purified using the QIAquick PCR purification kit (Qiagen). Unmethylated cytosines were then converted to uracil using the ZYMO EZ DNA Methylation-Gold Kit™ (Zymo Research, Orange County, CA, USA) according to the instructions. This kit involves treating methylated DNA with bisulfite, which converts unmethylated cytosines into uracil. Methylated cytosines remain unchanged during the treatment. Once converted, the methylation profile of the DNA can be determined by PCR amplification followed by DNA sequencing. Adding lambda sequences during library construction allows for the evaluation of the library’s transformation efficiency. Lambda sequences are DNA sequences that are completely unmethylated. The actual conversion efficiency of the library can be determined by calculating the ratio of C to T conversion in the lambda sequence, which represents the methylation rate. Finally, perform PCR in a final reaction volume of 50 µL containing 20 µL ligated DNA, 4 µL 2.5 mM dNTPs, 5 µL 10× buffer, 0.5 µL JumpStart™ Taq DNA polymerase, 2 µL PCR primers, and 18.5 µL water as per thermocycling program, at 94 °C for 1 min, 94 °C for 10 s, 62 °C for 30 s, 72 °C for 30 cycles, then 72 °C for 5 min extension, the product can be stored at 12 °C. The PCR products were purified using a QIAquick PCR purification kit (Qiagen). Before analysis with the Illumina sequencing platform, the purified library was analyzed by the Bioanalyzer analysis system (Agilent, Santa Clara, CA, USA) and quantified by real-time PCR.

### 2.4. Sequence Alignment and Detection of Cytosines Methylation Level

Low-quality bases and adapter sequences were trimmed by using Trimmomatic (v0.38). The parameter settings used were “SLIDINGWINDOW:5:15 HEADCROP:3 AVGQUAL:15 LEADING:5 TRAILING:5 MINLEN:80”. The filtering process includes removing the adapter sequence, discarding reads with an average base quality value below 15, trimming bases with a quality value less than 5 from both ends, and removing sequences shorter than 80 bp. The cleaned reads were mapped back to the reference genome (BioSample: SAMEA7232845, https://www.ncbi.nlm.nih.gov/assembly/GCA_904066235.2 (accessed on 5 December 2022)) [32] using BSMAP software version 2.90. The parameter settings used were “-n 0 -v 0.08 -g 1 -p 48”. Methylation ratios were extracted from BSMAP output (SAM) using a Python script (methratio.py) which is distributed with the BSMAP package. In brief, the methylation level was calculated based on the methylated cytosine (mC) percentage in the whole genome as site methylation level = 100 × (number of sequences with methylated cytosines (mC)/total number of valid sequences).

### 2.5. DMC and DMR Detection

Differentially methylated cytosines (DMCs) were detected using MethylKit (v1.20) in de novo mode, considering CpG sites with a minimum coverage of 5×. The parameter settings used were “--mincov 5 --m_cutoff 0.1 --q_cutoff 0.05”. Differentially methylated regions (DMRs) were detected using Metilene in de novo mode among CpG sites with at least 5× coverage. The parameter settings used were “–mincpgs 1 –minMethDiff 0.1 –mode 1 -mtc 2”. The detected DMRs were filtered according to the following criteria: (1) corrected MWU-test *p*-value less than 0.05; (2) methylation level difference greater than 0.1; (3) DMR must contain more than 1 CpG site; and (4) DMR length must be greater than 10 bp. The genomic locations of DMCs and DMRs were determined using the genome GFF file. The genome GO and KEGG annotation was performed using emapper based on the EGGNOG database. The identified genes were further subjected to GO and KEGG enrichment analysis using Allenricher (v1.0) [33].

### 2.6. RNA Sequencing

Purification of mRNA containing poly(A) from about 1 μg of total RNA using Oligo(dT) Beads. The captured mRNA was first fragmented into 100–200 nt using divalent cations at elevated temperatures. The fragmented mRNA was reverse transcripted with SuperScript II and then converted to double-stranded cDNA using RNaseH and DNA Pol I by random priming. After purification, the double-stranded cDNA was subjected to the blunt ending, dA addition to 3′-end, and adapter ligation. Finally, PCR was carried out to enrich the adapter-ligated cDNA, and the libraries were analyzed by Agilent Bioanalyzer 2100 and quantified by qPCR before being sequenced by the Illumina sequencing platform.

The RNA-seq libraries were constructed by E-GENE Co., Ltd. as follows. Quality control of raw reads was performed using FastQC (version 0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 20 December 2022)), and clean reads were obtained following the removal of low-quality reads with Trimmomatic (version 0.38) software [34]. The parameter settings used were “HEADCROP:8 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. Hisat2 (v2.2.1) [35] was employed for performing read mapping to *B. xylophilus* genome reference (v1.6.2). Gene expression profiling was based on the number of reads. TPM (Transcripts Per Kilobase of exon model per million mapped reads) values were calculated by StringTie (v2.1.7) [36], and were used to estimate the expressed values. DEGs were obtained using DESeq2 (v1.34.0) [37] with a padj value cutoff < 0.05 and an absolute log2(fold change) of >1. KEGG and GO enrichment analysis was performed on the clusterProfiler R package (v4.4.2) [38]. The GO enrichment cutoff was a q-value of <0.05, and the KEGG enrichment cutoff was a *p*-value of <0.05.

### 2.7. Validation of RT-qPCR

To assess the reliability of WGBS, three DNA fragments containing -CCGG- restriction sites were randomly chosen for DNA methylation validation experiments. The EpiJET 5-hmC and 5-mC Analysis Kit (Thermo Scientific) was selected to evaluate two cytosine modifications, namely 5-hydroxymethylcytosine (5hmC) and 5-methylcytosine (5mC), on specific DNA fragments. The gDNA underwent glycosylation and restriction endonuclease treatment as per the instructions provided in the user manual. The processed DNA samples were then quantified for different types of cytosines using RT-qPCR. The kit includes unmethylated and fully methylated sequence fragments that serve as controls and standards. To validate the results of transcriptome analysis, a total of six genes were randomly chosen for RT-qPCR analysis on the tested PWN. cDNA was synthesized from 1000 ng of total RNA from each sample using a PrimeScript™ RT reagent Kit (TaKaRa, Beijing, China). The qPCR reactions contained 2 µL of processed DNA samples or cDNA, 0.4 µL of forward and reverse primers, 10 µL of TB Green Premix Ex Taq, and 7.2 µL of nuclease-free water as per thermocycling program at 95 °C for 30 s, for 1 cycle, 95 °C for 5 s, 60 °C for 30 s, for 40 cycles. Gene expression levels were analyzed using the Light Cycler 480 System. The primers used in this study were designed using the online software Primer-BLAST from NCBI (https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome (accessed on 5 February 2023)). All primers were synthesized commercially by BGI (Beijing, China). All primers are shown in (Table S1). The experiment was performed with 3 biological replicates and 4 technical replicates. The relative expression of genes was quantified using the 2^−ΔΔCT^ method based on cycle threshold (Ct) and dissolution profiles, with efficiency correction normalized to *β-actin* [39]. It was determined by RT-qPCR that the relative expression levels of *β-actin* in the test nematodes at four stages were consistently maintained.

## 3. Results

### 3.1. DNA Methylation Sequencing Data

To investigate the DNA methylation profile in PWN, we performed bisulfite sequencing on four groups of PWN at different developmental stages (Figure 1), each sample containing an average of 31.65 million (M) raw reads with 4.7 Gb (Table S2). After raw data filtering, which generated 31.60 M clean reads with 4.61 Gb (>Q30) (92.42%) for J2, 31.85 M clean reads with 4.66 Gb (>Q30) (92.41%) for J3, 28.77 M clean reads with 4.20 Gb (>Q30) (92.25%) for JIII, and 31.90 M clean reads with 4.66 Gb (>Q30) (92.49%) for J4, respectively, were integrated for methylation mapping and DNA methylome analysis (Table S2).

### 3.2. Distribution and Statistics of Cytosine Methylation

The methylation data of four groups of nematode samples at different developmental stages were compared with the reference genome. Approximately 6–28 M clean reads were mapped to the reference genome of PWN (Table S2). To enhance the content of the reference genome of PWN and improve the intuitiveness of DNA methylation analysis, we integrated methylation sequencing data into the genome. This integration allowed us to obtain the whole genome methylation profile of *B. xylophilus* (Figure 2A). According to the distribution of cytosine methylation on the genome of PWN, more than 90% of cytosine has a methylation level below 10%. The overall cytosine methylation rate in the entire genome remains consistently low (Figure 2A). After comparing the results and analyzing the methylation site information, we found that among the 12 nematode samples tested, the total cytosine methylation level ranged from 0.89% to 0.99%, except for J4_2 (Table S3). The average level of methylation in J4_2 was significantly higher compared to other nematode samples in the J4 group. However, the number of cytosine methylation sites was similar. This inconformity was attributed to the low proportion of genome mapping. Therefore, only the statistics of PWN of different developmental stages were considered, excluding J4_2 from the overall average in the analysis. Consistent with other organisms with cytosine methylation modifications, DNA cytosine methylation in PWN occurs in the context of three sequences: CG, CHG, and CHH. In the four different developmental stages of PWN, there were no significant differences in the proportions of the three sequence backgrounds of cytosine methylation. The methylation levels ranged between 0.89% and 1.02% (Figure 2B). The JIII group had a slightly higher methylation level compared to the other three groups (Figure 2B). We investigated the methylation patterns in various genomic elements, such as the average methylation rate of up2kb, genebody, and down2kb methylation sites for each transcript. In addition, we conducted a PCA analysis and observed distinct methylation differences between the different stages of our study (Figure 2C). However, this is consistent with the mutual coordination of cytosine methylation in the three sequence contexts, where CG, CHG, and CHH may play equally important roles in PWN (Figure S1).

### 3.3. Identification and Analysis of DMCs and DMRs

To research genome-wide differences in DNA methylation during various developmental stages of PWN and to determine the role of DNA methylation in JIII formation, we conducted a differential methylation analysis of 33,446,454 CpG sites using 12 samples. We used the software MethylKit and Metilene to identify DMCs and DMRs between groups, respectively (see Methods for details), and mapped hypermethylated and hypomethylated differentially methylated sites and regions to chromosomes and genetic elements (Figure 3). Based on the distribution analysis of DMCs on chromosomes in pairwise comparisons among different groups, it can be observed that DMCs exhibit a coordinated distribution pattern across the six chromosomes of PWN (Figure 3A). This finding aligns with the overall trend of DNA methylation in the genome (Figure 2A and Figure 3A). By examining the status and trends of methylation of DMCs between pairwise comparisons (JIII vs. J2, JIII vs. J3, and JIII vs. J4), we observed a transition from a hypermethylated to a hypomethylated state in PWN from pre-JIII to post JIII (Figure 3A). In the pairwise comparison between JIII and J2, the counts of highly methylated differentially methylated cytosines (DMCs) were higher than the counts of low methylated DMCs on each chromosome. This trend was also observed in the status of exons and promoters. However, in the JIII vs. J3 pairwise comparison, the majority of DMCs were found to be hypomethylated. Similarly, in the JIII vs. J4 comparison, almost exclusively hypomethylated DMCs were counted (Figure 3A). Due to the low overall level of DNA methylation in PWN, the distribution of differentially methylated cytosines (DMCs) on chromosomes is sparse, we conducted further analysis and identified a total of 72, 57, and 578 differentially methylated regions (DMRs) in the three pairwise comparisons of JIII vs. J2, JIII vs. J3, and JIII vs. J4, respectively (Figure 3B).

### 3.4. GO Analysis of DMRs during JIII Formation

To understand the formation of JIII, J2 is considered a necessary stage. Therefore, our study primarily focused on the functional enrichment and subsequent transcriptional analysis of JIII compared to J2. We performed Gene Ontology (GO) analysis for genes located in the DMRs with a significance threshold set at 0.05 (Table S4). Differentially methylated genes (DMGs) in hypermethylated DMRs were significantly enriched in 35 GO entries, including 15 biological process (BP) entries, 15 cellular component (CC) entries, and 5 molecular function (MF) entries (Table S5 and Figure 4A). The main entries enriched in BP include pancreas development (GO:0031016), defense response to Gram-positive bacterium (GO:0050830), retina development in the camera-type eye (GO:0060041), asymmetric cell division (GO:0008356), protein homooligomerization (GO:0051260), response to stress (GO:0006950), response to heat (GO:0009408) and other adaptation processes, whereas entries significantly enriched in CC mainly include chromosomal region (GO:0098687), leading-edge membrane (GO:0031256), an extrinsic component of the plasma membrane (GO:0019897), chromosome, centromeric region (GO:0000775), extrinsic component of membrane (GO:0019898), neuronal cell body (GO:0043025) and other components, in MF include protein N-terminus binding (GO:0047485), molecular adaptor activity (GO:0060090), tubulin binding (GO:0015631), coenzyme binding (GO:0050662), and cofactor binding (GO:0048037) (Figure 4A).

DMGs in hypomethylated DMRs were significantly enriched in 71 GO entries, including 63 BP entries, 1 CC entry, and 7 MF entries (Table S6 and Figure 4B). The hypermethylated DMGs are highly involved in BP entries including substrate-dependent cell migration (GO:0006929), defecation (GO:0030421), fatty acid catabolic process (GO:0009062), lipid transport (GO:0006869), monocarboxylic acid catabolic process (GO:0072329) and other processes of substance synthesis and metabolism. Unlike hypermethylated DMGs, only non-motile cilium (GO:0097730) was involved in the CC entries, acyl-CoA hydrolase activity (GO:0047617), CoA hydrolase activity (GO:0016289), thiolester hydrolase activity (GO:0016790), and other active functions in MF entries were involved in hypomethylated DMGs (Figure 4B).

### 3.5. Summary of Transcriptome Analysis and Pathway Enrichment

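RNA of 4 stages of PWN was sequenced, with 3 libraries per stage: the second-stage (J2), third-stage (J3) and fourth-stage (J4) propagative juveniles and the third-stage dispersal juvenile (JIII). The J2 hatched from eggs kept at 25 °C for 24 h, and the J3 and J4 were J2 grown on Botrytis cinerea for 30 h and 54 h. The JIII were selected in deionized water from nematodes obtained from Fushun City, and no culture is described for the JIII samples themselves, so stage and source (field or culture) differ together. The paper describes 3 biological replicates for its RT-qPCR, made on the same RNA extracts, and its text does not state whether the 3 libraries of a stage came from separate cultures, so the p-values measure the spread between these samples only. The authors trimmed the reads with Trimmomatic, mapped them with Hisat2 to version 1.6.2 of the B. xylophilus genome and computed TPM with StringTie. Their methods do not name the tool that made the counts.
The tables analysed here hold a count and a TPM for 15884 genes in each of the 12 libraries. Total counts ran from 4732563 to 6682444 in J2, from 4591502 to 7296198 in J3, from 4196031 to 4461408 in JIII and from 4262606 to 7495813 in J4. The paper's mapping rates (Table S7) were 93.0% to 93.7% in J2 and 88.7% to 89.2% in JIII. The counts of the listed genes came to 22.8% to 26.1% of the mapped read pairs in J2 and 21.4% to 21.8% in JIII. The TPM of the listed genes came to 9.75% to 9.99% of the full TPM scale in J2 and 8.55% to 9.22% in JIII, so the TPM were made over more features than the listed genes. Replicate libraries differed by more than counting noise, with a chi-square per gene from 29.0 to 93.7 where counting noise alone gives about 1.
Genes with low counts were left out with edgeR's filterByExpr (minimum count 10), libraries were scaled by TMM, and each pair of stages was compared by edgeR's two-sided quasi-likelihood test on its 6 libraries. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. CPM values are counts over the library size scaled by TMM. The tables give gene IDs without names, so names are those of Table 1.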

To investigate the potential relationship between methylation changes and transcriptional patterns during JIII formation, we initially conducted transcriptome sequencing on the tested PWN. After raw data filtering, each sample contained an average of 22.91 M clean reads with 6.16 Gb (>Q30) (94.42%) (Table S7). After comparing the clean reads to the reference genome, we observed an average mapping rate of 92.21% per sample (Table S7). This indicates that the data has a relatively high matching rate. This analysis revealed the identification of 2973 differentially expressed genes (DEGs) during JIII formation. Among these DEGs, 1542 were downregulated and 1431 were upregulated (Table S8 and Figure 5A). 

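Of 12081 tested genes, 2285 were DEGs in JIII vs. J2, with 1080 upregulated and 1205 downregulated by edgeR. DESeq2, the tool that the paper names, gave the paper's counts of 1431 and 1542 on these libraries. BXYJ_LOCUS14074 had the largest rise among DEGs with a mean of at least 10 CPM whose libraries did not overlap between the stages. It rose from 4.64 ± 1.49 CPM (SD, n = 3) in J2 to 6931 ± 378 CPM (SD, n = 3) in JIII, a log2 fold change of 10.53 (SE 0.33, adjusted p = 1.08e-05 from edgeR). BXYJ_LOCUS14076 rose from 3.27 ± 2.20 to 4885 ± 595 CPM (SD, n = 3 each), a log2 fold change of 10.53 (SE 0.57, adjusted p = 7.46e-05 from edgeR). The largest fall was that of BXYJ_LOCUS945, with counts of 748, 17 and 807 in J2 and 1 in each JIII library (log2 fold change -8.56, SE 1.62, adjusted p = 0.00919 from edgeR). Its J2 level over its JIII level was 391 (exact 95% counting interval 133 to 1896). BXYJ_LOCUS10785 had counts of 423, 111 and 1026 in J2 and 1 in each JIII library (log2 fold change -8.46, SE 1.05, adjusted p = 0.00196 from edgeR). Its ratio was 388 (exact 95% counting interval 132 to 1882), and such intervals cover counting error only. Over the 6 fits without 1 library the log2 fold changes ran from 10.34 to 10.81 for BXYJ_LOCUS14074, 10.15 to 11.21 for BXYJ_LOCUS14076, -9.14 to -8.02 for BXYJ_LOCUS945 and -8.96 to -7.71 for BXYJ_LOCUS10785, and all 4 genes passed in each.
BXYJ_LOCUS14074 and BXYJ_LOCUS14076 lie in a run of 8 neighbouring tag numbers, singled out after its values were seen. In 5 of them expression rose by 771-fold to 1483-fold (largest adjusted p = 0.000412 from edgeR), and these 5 genes held 4.48% to 4.92% of the counts of each JIII library. The tag 4 below BXYJ_LOCUS14074 fell by 6.15 on the log2 scale (SE 0.39, adjusted p = 0.000148 from edgeR). The tags 3 below and 1 above it had log2 fold changes of -0.78 and -0.65 (adjusted p = 0.167 and 0.0504 from edgeR). Near-identical copies that share reads were not excluded for these genes.
On log2(TPM + 1), limma called 294 upregulated and 1018 downregulated genes (22.4% upregulated, against 47.3% of the DEGs by edgeR). The median log2 fold change of all genes was -0.15 in that fit and 0.02 with TMM, so the shares are not directly comparable. The added 1 also shrinks the changes of genes near or below 1 TPM. By edgeR, a test against the fold threshold itself called 331 and 254. Without JIII replicate 1, 785 genes were downregulated.

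**Figure D1:**
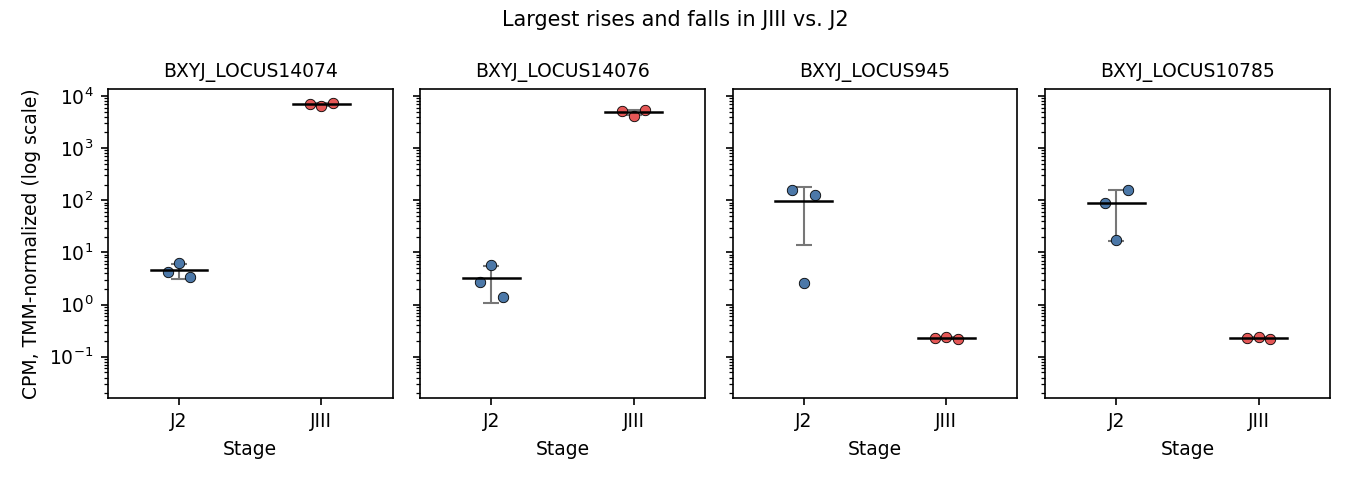
CPM (log scale) of the 4 genes with the largest changes in each J2 and JIII library; points are libraries, lines are means and bars are SD (n = 3). The J2 points of BXYJ_LOCUS945 range from 2.61 to 156 CPM.

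**Figure D2:**
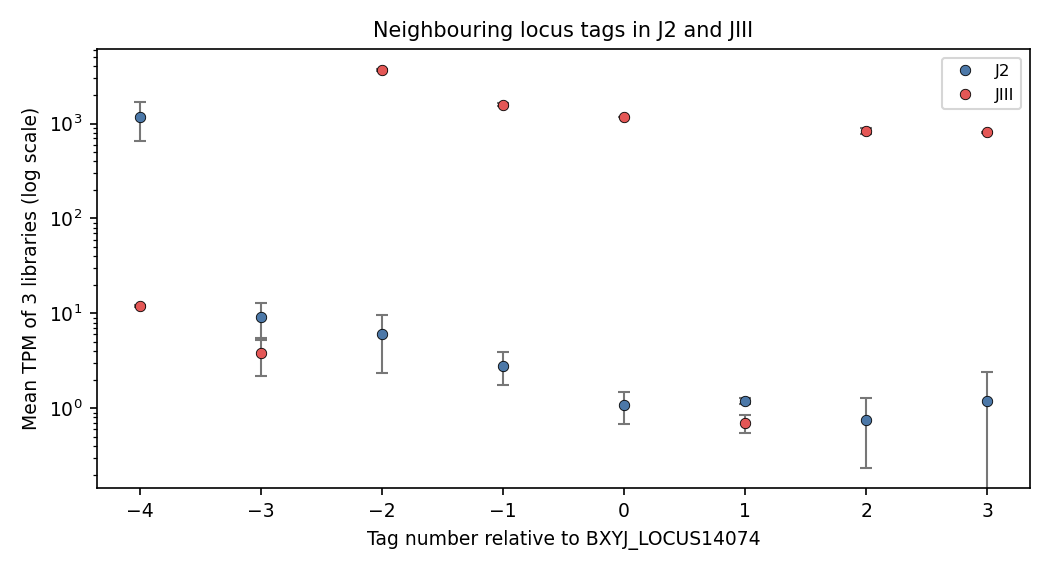
Mean TPM (log scale) of 8 neighbouring tags in J2 and JIII against the tag number relative to BXYJ_LOCUS14074; bars are SD (n = 3), and a bar that reaches below 0 runs off the axis. The tags at -2, -1, 0, 2 and 3 lie between 807 and 3641 TPM in JIII and between 0.755 and 6.01 TPM in J2.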

For the 2973 DEGs identified in the JIII vs. J2 group, the cluster analysis revealed distinct results. The cluster plot displayed the samples from the JIII group and the J2 group clustering together, indicating noticeable disparities in gene expression patterns between the two groups (Figure 5B). This suggests significant alterations in biological processes, signaling pathways, or regulatory mechanisms between the JIII and the J2.

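The 3 JIII libraries resembled each other more than any of them resembled a J2 library. Across the tested genes, the mean Pearson correlation of log2 CPM was 0.910 between libraries of the same stage and 0.790 between libraries of different stages. The lowest value within a stage, 0.903, was above the highest value between stages, 0.797. The mean distance between stages exceeded that within stages by 0.120, and in the other splits of these libraries the difference was at most -0.00773 (exact permutation test over 10 splits, one-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Across the DEGs alone, which were chosen for this difference, the mean correlation was 0.953 within stages and 0.562 between them. With the libraries of J3 and J4 added, average-linkage clustering over 13105 genes gave 4 clusters, each holding the 3 libraries of a single stage.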

GO enrichment analysis and KEGG pathway analysis were further conducted on DEGs to gain insights into their biological significance and potential functions (Figure 5C,D). The GO enrichment terms were also classified by MF, CC, and BP terms (Figure 5C). To further explore the biochemical metabolic pathways and signal transduction pathways involved in the formation of JIII, we conducted a KEGG analysis using the KEGG pathway database. This analysis allowed us to annotate a total of 1995 DEGs into 379 pathways (Figure 5D). The pathways included coronavirus disease—COVID-19, ribosome, ascorbate and aldarate metabolism, ion channels [BR: ko04040], ribosome [BR: ko03011], pyruvate metabolism, and glycolysis/gluconeogenesis. By analyzing the DEGs within these pathways, we can gain further insights into the specific genes and molecular mechanisms that contribute to JIII formation.

### 3.6. Correlation Analysis of DMRs and Gene Expression during JIII Formation

To examine the correlation between methylation changes in PWN and transcriptional patterns, we conducted a comparative analysis of DMRs and DEGs. Specifically, we performed a Venn analysis to identify common genes among the DMRs annotated in the CG sites of the promoter region and genebody region, as well as the DEGs. This analysis revealed a total of 23 genes that exhibited significant up-regulation or down-regulation in both the DMRs and DEGs datasets (Table 1). 

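Table 1 prints 23 entries for 21 distinct genes, as BXYJ_LOCUS7569 and BXYJ_LOCUS8383 appear under both regions. Of these genes, 18 could be tested in JIII vs. J2, and the log2 fold changes of all 18, called or not, had the sign that Table 1 prints. By edgeR, 6 were upregulated and 9 downregulated (7 and 11 when adjusted over the list alone); the study chose this list on these libraries, so these counts are not independent evidence. The neighbouring genes BXYJ_LOCUS7568 and BXYJ_LOCUS7569, which share a DMR, rose from 2.64 ± 0.841 to 242 ± 6.66 CPM and from 0.624 ± 0.316 to 41.4 ± 5.07 CPM (SD, n = 3 each). Their log2 fold changes were 6.49 (SE 0.29, adjusted p = 4.44e-05 from edgeR) and 6.00 (SE 0.42, adjusted p = 0.000251 from edgeR). Syt1 (BXYJ_LOCUS11405), named after the calcium sensor of synaptic vesicle release, fell from 727 ± 115 to 305 ± 24.8 CPM (SD, n = 3 each; log2 fold change -1.25, SE 0.19, adjusted p = 0.00377 from edgeR).
BXYJ_LOCUS13082 (log2 fold change -1.09, adjusted p = 0.0565 from edgeR), Kmt (1.72, adjusted p = 0.0930 from edgeR) and Kcnk18 (-1.05, adjusted p = 0.0524 from edgeR) were tested and did not pass. The filter left out BXYJ_LOCUS8383, with no count in J2 and 39, 3 and 32 in JIII. Its pooled JIII counts were at least 33.1-fold higher against a floor of 3 counts over the J2 libraries, a limit that leaves out the spread between JIII libraries. The filter also left out BXYJ_LOCUS8384, with counts of 0, 0 and 3 in J2 and 11, 9 and 8 in JIII, a ratio of 12.5 (exact 95% counting interval 3.87 to 64.4). BXYJ_LOCUS10824 had counts of 10, 374 and 29 in J2 and 5, 6 and 9 in JIII. DESeq2, the paper's tool, called all 23 entries of Table 1 on the same counts, these genes included.
In the fits by edgeR that left out 1 library, 10 of the 15 DEGs passed each time; Trpv6 did not pass without any J2 replicate or without JIII replicates 2 and 3 (adjusted p = 0.0562 to 0.133), nor Slc25a10 without J2 replicates 1 and 3 and JIII replicates 2 and 3 (adjusted p = 0.0523 to 0.0609). BXYJ_LOCUS8847 did not pass without J2 replicate 2 (log2 fold change -0.69) or any JIII replicate (adjusted p = 0.0767 to 0.0971 from edgeR), Srt-41 without J2 replicate 2 and JIII replicate 1 (adjusted p = 0.0500 and 0.0507), and Pex10 in 3 fits.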

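Grouped by the region of the DMR, the DEGs of Table 1 moved both ways in JIII vs. J2. Among entries with a hypermethylated promoter, 3 genes could be tested, and all 3 (BXYJ_LOCUS7568, BXYJ_LOCUS7569 and BXYJ_LOCUS12505) were upregulated. Of the tested genes with a hypermethylated genebody, BXYJ_LOCUS7569 was upregulated and Syt1, BXYJ_LOCUS8847 and BXYJ_LOCUS10978 were downregulated. Among those with a hypomethylated promoter, Pex10 was upregulated and Slc25a10, named after a mitochondrial dicarboxylate carrier, was downregulated (log2 fold change -1.16, SE 0.28, adjusted p = 0.0207 from edgeR). With a hypomethylated genebody, Enr and Mif4gd were upregulated, and Col-125, Srt-41, Madd, Nht-62 and Trpv6 were downregulated. Col-125 (BXYJ_LOCUS8233), a collagen gene by name, fell from 1659 ± 766 to 94.1 ± 23.5 CPM (SD, n = 3 each; log2 fold change -4.14, SE 0.42, adjusted p = 0.000986 from edgeR). Genes were also tested as sets, which the study chose as DEGs on these libraries. The 8 tested hypermethylated genes moved up on average against the other tested genes (limma's camera, adjusted p = 0.0292 over 5 lists). Their median log2 fold change was 0.34, with 4 genes above 0 and 4 below. BXYJ_LOCUS7568 and BXYJ_LOCUS7569, which share a DMR, lay highest among them. The 10 hypomethylated genes had a median of -1.15 and did not pass (limma's camera, adjusted p = 0.0975). Neither set passed with an estimated correlation between genes (limma's camera, adjusted p = 0.199 each). The hypermethylated set also did not pass with a term for the replicate number (limma's camera, adjusted p = 0.105). Nor did it pass without J2 replicate 1 (limma's camera, adjusted p = 0.206), JIII replicate 1 (0.0796) or JIII replicate 3 (0.0717).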

Compared to J2, JIII exhibited 6 hypermethylated genes in the promoter region, 3 hypomethylated genes in the promoter, 7 hypermethylated genes in the genebody, and 7 hypomethylated genes in the genebody (Table 1). Among the aforementioned hypermethylated genes, the majority did not show enrichment in related pathways. However, it is worth noting that most of the hypomethylated genes in the list exhibited significant enrichment in GO terms (Figure 6). This suggests that the process of hypomethylation may play a pivotal role in the formation of JIII by modulating gene expression. 

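Table S4 assigns 70 genes to a DMR by genebody or promoter, a list chosen on methylation and not on expression. Of its 59 tested genes, 15 were DEGs in JIII vs. J2 (25.4%), 6 upregulated and 9 downregulated by edgeR (6 and 11 when adjusted over the list alone). These 15 are the same genes as the DEGs of Table 1. Among the 12022 other tested genes, 2270 were DEGs (18.9%), an odds ratio of 1.46 (95% confidence interval 0.756 to 2.69, two-sided Fisher's exact test, p = 0.241). Whether called or not, the log2 fold change was above 0 in 18 and below 0 in 20 of the 38 tested genes with a hypomethylated DMR, and above 0 in 13 and below 0 in 8 of the 21 with a hypermethylated DMR (two-sided Fisher's exact test, p = 0.415). By limma on log2(TPM + 1), where the median of all genes was -0.15, these counts were 10 and 28, and 11 and 10 (two-sided Fisher's exact test, p = 0.0538). Across the 59 genes, which are not independent replicates, the paper's methylation difference and the log2 fold change had a Spearman's rho of 0.0928 (permutation test, p = 0.485, adjusted p = 0.582 over 6 relations) and a Pearson's r of 0.267 (permutation test, p = 0.0391, adjusted p = 0.0816). For the 44 genebody genes rho was 0.0175 (permutation test, adjusted p = 0.910) and r was 0.16 (permutation test, adjusted p = 0.458). For the 19 promoter genes rho was 0.479 (permutation test, p = 0.0408, adjusted p = 0.0816) and r was 0.622 (permutation test, p = 0.00366, adjusted p = 0.0220). Without BXYJ_LOCUS7568 and BXYJ_LOCUS7569 the promoter values were a rho of 0.332 (permutation test, p = 0.191) and an r of 0.421 (permutation test, p = 0.0936).
By DESeq2, 21 of 68 tested genes were DEGs (odds ratio 1.74, Fisher's exact test, p = 0.0484), and without J2 replicate 3 edgeR gave an odds ratio of 1.94 (Fisher's exact test, p = 0.0417). By limma on log2(TPM + 1) the odds ratio was 0.929 (Fisher's exact test, p = 1).

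**Figure D3:**
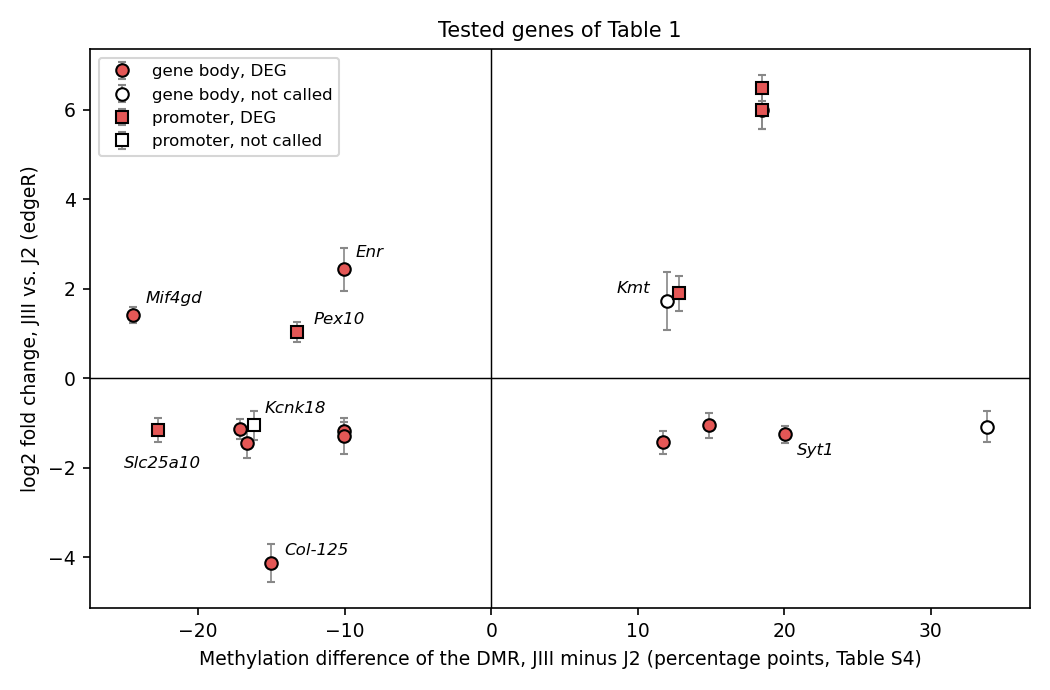
log2 fold change in JIII vs. J2 by edgeR (bars are SE) against the paper's methylation difference of the DMR (JIII minus J2, percentage points, Table S4) for the tested entries of Table 1, by region and call. BXYJ_LOCUS7568 and BXYJ_LOCUS7569 lie highest, at 18.5 points, and Col-125 lies lowest, at -15.0 points. For Nht-62, Table 1 prints a difference over 2 times that of Table S4.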

In the GO enrichment analysis, it was observed that the majority of enriched terms were associated with ion and compound transport, metabolic processes, transcription, and translation, as well as signal transduction and interactions with signal molecules. Notably, among the hypomethylated genes in the genebody, there was enrichment in lipid transport, lipid modification, and cellular lipid catabolic process (Figure 6A,B). Additionally, among the up-regulated genes, the KEGG pathway (Table S9) analysis revealed enrichment in fatty acid elongation and fatty acid biosynthesis. 

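The hypomethylated genes of the lipid terms in Table S6 are Enr, Madd, BXYJ_LOCUS5351, BXYJ_LOCUS7930 and BXYJ_LOCUS7935. In JIII vs. J2, Enr was upregulated, Madd was downregulated and the other 3 did not pass by edgeR, with the same counts when adjusted over the list alone. Madd (BXYJ_LOCUS5952), named after a protein of MAP kinase signalling, fell from 138 ± 21.7 to 62.8 ± 11.2 CPM (SD, n = 3 each; log2 fold change -1.14, SE 0.22, adjusted p = 0.0102 from edgeR). BXYJ_LOCUS7930 had a log2 fold change of -0.80 (SE 0.50, adjusted p = 0.284 from edgeR), and BXYJ_LOCUS7935 had one of -0.85 (SE 0.40, adjusted p = 0.159 from edgeR). BXYJ_LOCUS5351 had counts of 15, 14 and 309 in J2 and 21, 19 and 17 in JIII. Its log2 fold change of -2.05 (SE 1.10, adjusted p = 0.211 from edgeR) became 0.71 without J2 replicate 3. As a set, the 5 genes had a median log2 fold change of -0.85 and did not differ detectably on average from the other genes (limma's camera, adjusted p = 0.512).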

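Mif4gd (BXYJ_LOCUS5381) and Enr (BXYJ_LOCUS10582) are the hypomethylated genebody genes of Table 1 that were upregulated in JIII vs. J2. Of these, Table S9 lists Enr under both fatty acid pathways, so that part of the table rests on a single gene. Mif4gd, named after a MIF4G domain of translation factors, lies on scaffold CAJFCV020000002.1 and rose from 69.7 ± 4.84 to 185 ± 13.7 CPM (SD, n = 3 each; log2 fold change 1.41, SE 0.18, adjusted p = 0.00229 from edgeR). In the DMR of its genebody, from 11725379 to 11725398 with 2 CpG sites, the paper's methylation level was 25.1% in J2 and 0.70% in JIII.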

Our data further reveal that during the formation of JIII, two genes (*Enr* and *Pex10*) involved in fatty acid synthesis and maintenance of lipid balance undergo methylation changes within the gene body and the CpG island of the promoter, respectively.

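Enr and Pex10 were both upregulated in JIII vs. J2. With TMM scaling, edgeR called neither gene higher in JIII than in J3 or J4. The log2 fold changes against J3 and J4 were -1.84 and -2.98 for Enr, and 0.59 and -0.67 for Pex10. Enr (BXYJ_LOCUS10582), an enoyl carrier protein reductase of fatty acid synthesis, had low counts: 5, 7 and 10 in J2 and 29, 29 and 31 in JIII. It rose from 1.23 ± 0.294 CPM (SD, n = 3) to 6.75 ± 0.149 CPM (SD, n = 3), a log2 fold change of 2.43 (SE 0.48, adjusted p = 0.0106 from edgeR), and passed in all 6 fits that left out 1 library. Its DMR lies in the genebody on scaffold CAJFCV020000004.1, from 12603216 to 12603245 with 3 CpG sites, where the paper's methylation level was 11.8% in J2 and 1.68% in JIII (Table S4). Pex10 (BXYJ_LOCUS6456), a peroxisomal membrane protein with ubiquitin ligase activity, rose from 91.5 ± 15.0 to 186 ± 36.3 CPM (SD, n = 3 each), a log2 fold change of 1.03 (SE 0.23, adjusted p = 0.0157 from edgeR). Its DMR lies in the promoter on scaffold CAJFCV020000003.1, from 5404287 to 5404319 with 3 CpG sites, where the paper's level was 13.8% in J2 and 0.589% in JIII.
The fold change of Pex10 lies next to the threshold: it was 0.89 without J2 replicate 2 and 0.87 without JIII replicate 2, and without JIII replicate 1 the adjusted p was 0.0521 (0.0259 to 0.0521 over the 6 fits by edgeR that left out 1 library). Against the fold threshold itself neither gene passed (adjusted p = 0.0653 for Enr and 0.757 for Pex10 from edgeR), and on log2(TPM + 1) limma gave changes of 0.36 for Enr and 0.48 for Pex10. The value for Enr is set by the added 1, as its mean TPM was 0.0944 in J2 and 0.407 in JIII. From lower methylation together with higher transcription of these genes, the paper proposes in its Discussion that methylation drives their transcription during JIII formation.

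**Figure D4:**
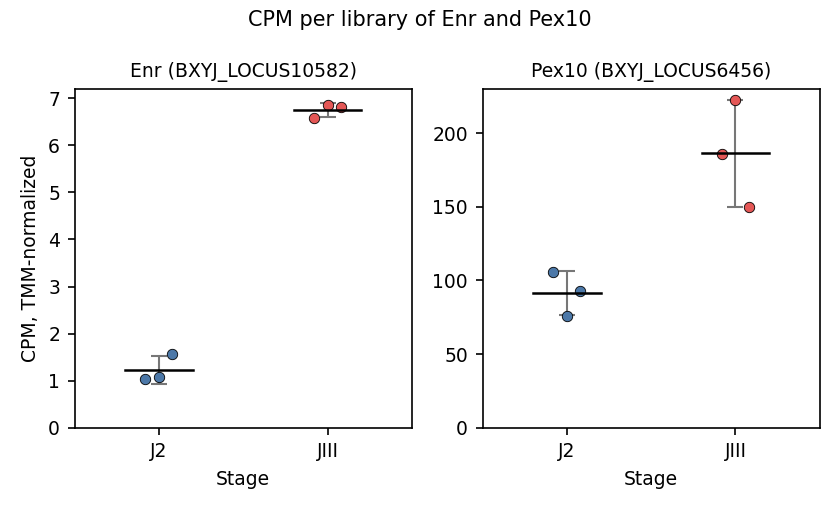
CPM of Enr and Pex10 in each J2 and JIII library; points are libraries, lines are means and bars are SD (n = 3). Enr lies between 6.58 and 6.86 CPM in JIII, and Pex10 between 150 and 223 CPM.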

### 3.7. Validation of DNA Methylation and Transcriptomes

To further validate the accuracy of the methylation levels obtained from whole-genome bisulfite sequencing (WGBS), we utilized a methylation quantification kit (see the Methods Section for details) to select three DNA fragments containing hydroxymethylcytosine and methylated cytosine restriction sites. The methylation status of these fragments was then confirmed through RT-qPCR. The results indicated that two of the DNA fragments (ΔCq ≤ 0.5) exhibited no detectable methylation modifications, while one fragment showed a low level of dual methylation modifications (Figure 7A). Overall, the methylation levels determined through RT-qPCR were in good agreement with the sequencing results, further supporting the reliability of the methylation data obtained from WGBS. To validate the reliability of the RNA sequencing data, we randomly selected six genes that were identified in the sequencing analysis. The results obtained from RT-qPCR showed a high degree of consistency with the overall trend of gene expression levels observed in the RNA sequencing data (Figure 7B). This further confirms the accuracy and reliability of the RNA sequencing results.

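Of the 6 genes measured by RT-qPCR, 4 were upregulated, 1 was downregulated and 1 did not pass by edgeR in JIII vs. J2, with the same counts when adjusted over the list alone; the paper states that they were randomly chosen among genes identified by sequencing. BXYJ_LOCUS12458 was at 7.26 ± 3.65 TPM in J2, 4.99 ± 0.504 in J3, 79.6 ± 1.35 in JIII and 6.18 ± 1.77 in J4 (SD, n = 3 each). Its log2 fold change in JIII vs. J2 was 3.92 (SE 0.36, adjusted p = 0.000677 from edgeR). BXYJ_LOCUS4197 was likewise highest in JIII, at 20.5 ± 5.40 TPM against 3.94 ± 1.8 in J2 (SD, n = 3 each; log2 fold change 2.83, SE 0.42, adjusted p = 0.00367 from edgeR). BXYJ_LOCUS7814 had counts of 2, 0 and 11 in J2 and 57, 19 and 53 in JIII (log2 fold change 3.70, SE 0.99, adjusted p = 0.0317 from edgeR). BXYJ_LOCUS11314 was higher in JIII than in J2 (log2 fold change 2.54, SE 0.67, adjusted p = 0.0295 from edgeR), but its means in J3 and J4, 6.67 ± 3.30 and 7.08 ± 0.324 TPM (SD, n = 3 each), were above the 4.16 ± 1.03 TPM of JIII. BXYJ_LOCUS12191 was lowest in JIII, at 0.162 ± 0.0831 TPM against 1.65 ± 0.345 in J2 (SD, n = 3 each; log2 fold change -2.86, SE 0.40, adjusted p = 0.00306 from edgeR). BXYJ_LOCUS11860 did not differ detectably between JIII and J2 (log2 fold change 0.04, SE 0.37, adjusted p = 0.946 from edgeR). As a set, the 6 genes moved up on average against the other tested genes (limma's camera, adjusted p = 0.0292). They did not pass with an estimated correlation between genes (limma's camera, adjusted p = 0.199).
BXYJ_LOCUS11314, with counts of 136, 26 and 40 in J2, did not pass without J2 replicates 2 and 3 or any JIII replicate (adjusted p = 0.0519 to 0.0857 from edgeR), and its log2 fold change ran from 2.09 to 3.83 over the 6 fits without 1 library. BXYJ_LOCUS7814 lost its call without J2 replicate 1, JIII replicate 1 or JIII replicate 3 (adjusted p = 0.0895, 0.0913 and 0.0782 from edgeR), and its log2 fold change ran from 3.09 to 5.52.

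**Figure D5:**
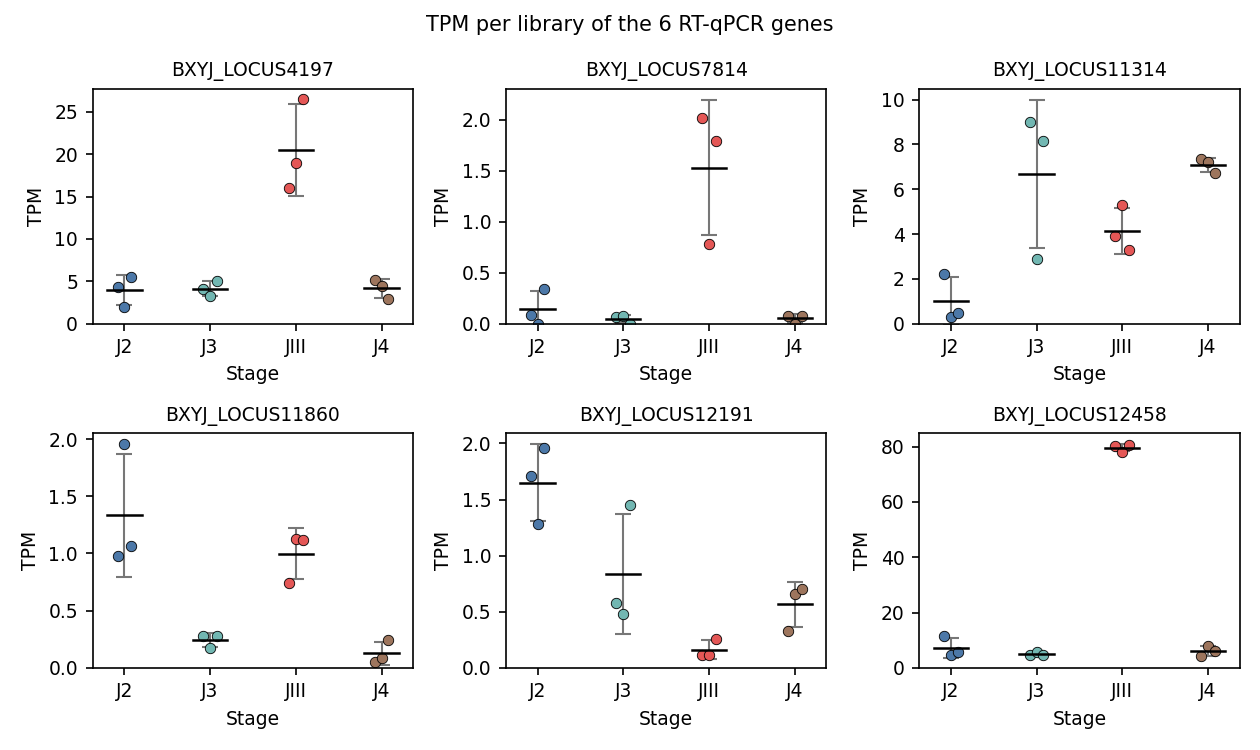
TPM of the 6 genes in each library by stage; points are libraries, lines are means and bars are SD (n = 3). BXYJ_LOCUS12458 lies near 79.6 TPM in JIII, and BXYJ_LOCUS12191 lies lowest in JIII.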

## 4. Discussion

Epigenetic modifications do not alter the genome sequence itself, but they can lead to variations in biological phenotypes [40,41,42]. DNA methylation, as a crucial epigenetic modification, has been increasingly recognized for its role in regulating various biological processes. It has been found that DNA methylation can confer stability and heritability to certain phenotypic traits across generations, such as environmental adaptation and rapid response to unexpected adverse conditions [19,41]. With the rapid spread of PWN in China, it is crucial to understand the mechanisms underlying its invasion, expansion, and environmental adaptability. Epigenetic modifications play a significant role in facilitating the rapid response of PWN to environmental changes and have a profound impact on its invasion and adaptation. Investigating the molecular mechanisms that drive PWN expansion will provide valuable insights and contribute to a comprehensive understanding of this process. Therefore, constructing a comprehensive genome-wide methylation map of PWN will be instrumental in unraveling the methylation regulation information about crucial biological processes during JIII formation. In this study, we carefully selected four distinct developmental stages of PWN to generate the first set of match-to-genome DNA methylation data. To the best of our knowledge, this is the first report documenting the changes in DNA methylation patterns specifically during the formation of JIII.

We initially compared the overall level and genome distribution of DNA methylation among the four different developmental stages (J2, J3, JIII, and J4) of PWN. It was observed that DNA methylation exhibited a consistently low and stable level, with sparse distribution across the genome. This finding aligns with the trend observed in other species, where methylation patterns tend to remain stable throughout the lifespan. The relative stability of methylation patterns is a common feature in many eukaryotes [24]. In comparison to *Trichinella spiralis*, a parasitic nematode, PWN exhibits a lower overall level of methylation [28]. The higher methylation observed in JIII compared to other stages may be a response to changes in the external environment. Numerous studies have demonstrated that the level of DNA methylation within the same species can vary significantly at different developmental stages or under specific environmental conditions. For instance, the methylation level of mycelium in *Beauveria bassiana* is higher than that of conidia, as fungi produce dormant spores capable of surviving unfavorable conditions [43]. Additionally, the methylation level of zebrafish increases during short-term cold stress and decreases after long-term cold stress, indicating a potential role of methylation in regulating such responses [19]. These findings suggest that DNA methylation is involved in the organismal adaptation to environmental changes. In contrast to many other species, the level of DNA methylation in PWN remains stable across different developmental stages. Moreover, the overall increase in methylation during the JIII stage exhibits exceptional stress resistance. This phenomenon may be attributed to the loss of certain methyltransferases in PWN during the evolution of nematodes [22], although further research is required to confirm this.

We conducted a differential methylation analysis comparing JIII with three other developmental stages of PWN and observed significant changes in DNA methylation across the genome. During JIII formation, the majority of DMC showed hypermethylation. In contrast, when compared with J3 and J4 stages in the propagative cycle, most of the DMC exhibited hypomethylation. These findings suggest that DNA methylation in PWN may be rapidly sensed and adjusted during the process of JIII formation, particularly in response to adverse external environments. The relationship between DNA methylation and gene expression is complex, but generally, hypermethylation is associated with decreased transcription levels [44]. Additionally, hyper-DMCs may contribute to the stabilization of heterochromatin formation by suppressing the expression of relevant genes, thereby promoting the longevity of organisms [45]. JIII can survive for extended periods under low-temperature conditions, which may be attributed to the presence of hypermethylated DMCs. Due to the sparse distribution of methylation in the *B. xylophilus* genome, the number of DMRs identified was relatively small. However, during JIII formation, there was a higher proportion of hypomethylated DMRs. Studies have demonstrated that related genes exhibit a trend of low methylation and high expression, which is considered to be an adaptive strategy for organisms to thrive in wild environments [46]. This trend towards hypomethylation in gene bodies may reflect the transcriptional activity of associated genes, potentially increasing viability in JIII.

The second main focus of this study was to investigate the relationship between methylation changes and transcription during JIII formation. By overlaying DMRs and DEGs, a total of 23 genes were identified, showing changes in both methylation and gene expression. Functional analysis of these genes revealed that among the genes that were hypomethylated within the gene body, those that were upregulated in gene expression were significantly enriched in processes related to lipid transport, lipid modification, fatty acid elongation, and fatty acid synthesis. Previous studies have demonstrated that during JIII formation in PWN, there is a significant increase in fatty acid content and the proportion of unsaturated fatty acids [47]. Additionally, glycerol levels are significantly higher, while glucose levels are significantly lower compared to the propagative stage of the PWN [47]. These results suggest that the hypomethylated genes involved in lipid-related processes and the up-regulated genes associated with fatty acid metabolism may play crucial roles in JIII formation. The enrichment of lipid-related pathways and processes indicates the importance of lipid metabolism and transport in the development and maturation of JIII.

During the formation of JIII, we found that *Enr* and *Pex10* undergo methylation changes within the CpG island of the genebody and promoter, respectively. Importantly, there exists an inverse relationship between methylation and transcription of these two genes, with hypomethylation accompanied by increased transcription. This observation suggests a methylation-driven transcription mechanism, indicating that JIII formation involves targeted methylation at specific sites that control gene expression in response to adverse environmental conditions. The changes in methylation and transcription of *Enr* and *Pex10* can account for the alterations in lipid droplet abundance observed in JIII. As a crucial component of cellular metabolic pathways, fatty acids are essential for biological survival [48]. The *Enr* gene plays a significant role in the aggregation of lipid droplets during JIII formation and survival in adverse environments. *Enr* serves as the primary enoyl carrier protein reductase for type II bacterial fatty acid synthesis and is indispensable for the intracellular growth of *Listeria monocytogenes* [49]. The peroxisomal membrane protein (*Pex10*) functions as a RING finger E3 ligase that ubiquitinates PEX5, initiating its recycling into the cytoplasm or degradation [50]. Peroxisomes are organelles present in almost all eukaryotic cells and play a crucial role in lipid metabolism processes [51]. Extensive research has shown that peroxisomes and lipid droplets are physically associated with cells and closely connected [52]. Deletion of the *Pex10* gene in *Botrytis cinerea* leads to significant reductions in melanin production, fatty acid utilization, hyperosmolarity, and tolerance to reactive oxygen species (ROS) [53]. JIII is strongly associated with lipid metabolism, highlighting the relevance of the *Pex10* gene in lipid metabolism and stress resistance. These findings provide valuable insights into the molecular mechanisms underlying the unique characteristics of JIII and highlight the significance of lipid metabolism in the life cycle of PWN.

## 5. Conclusions

Collectively, our study provides the first genome-wide distribution of DNA methylation levels in PWN, confirming the presence of DNA methylation across four developmental stages of the nematode. We observed a significant difference in methylation between the dispersive JIII and the propagative stage of PWN, suggesting its potential role in JIII’s resistance to adverse environmental conditions. Our findings also support the involvement of DNA methylation in the regulation of related genes during JIII formation. Highly expressed genes in the hypomethylated regions may contribute to JIII formation and environmental adaptability through the regulation of lipid metabolism pathways. Furthermore, in the process of JIII formation, the down-regulation of methylation levels in *Enr* and *Pex10* genes can promote the expression of these genes. This, in turn, enhances the involvement of JIII in fatty acid synthesis and lipid balance maintenance, enabling it to survive in adverse environments. This study offers novel insights into the rapid expansion mechanism of PWN and establishes a theoretical foundation for the prevention and control of pine wilt disease. However, further studies are needed to elucidate the regulatory mechanisms of DNA methylation.

## Figures and Tables

**Figure 1:**
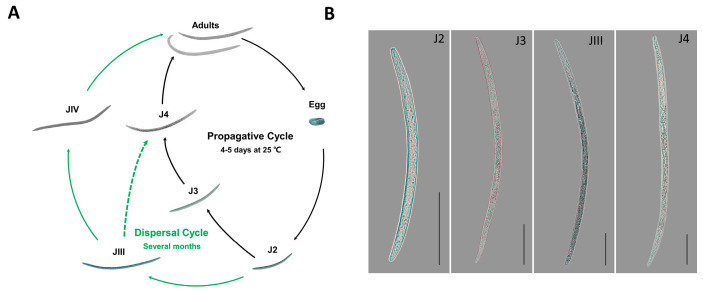
Life cycle of pine wood nematode and morphology of tested nematodes. (**A**) Propagative cycle and dispersal cycle of PWN. J2, second–stage propagative juvenile; J3, third–stage propagative juvenile; J4, fourth–stage propagative juvenile; JIII, third–stage dispersal juvenile; JIV, fourth–stage dispersal juvenile. (**B**) PWN at different developmental stages was used in this experiment. The scale indicates 100 μm.

**Figure 2:**
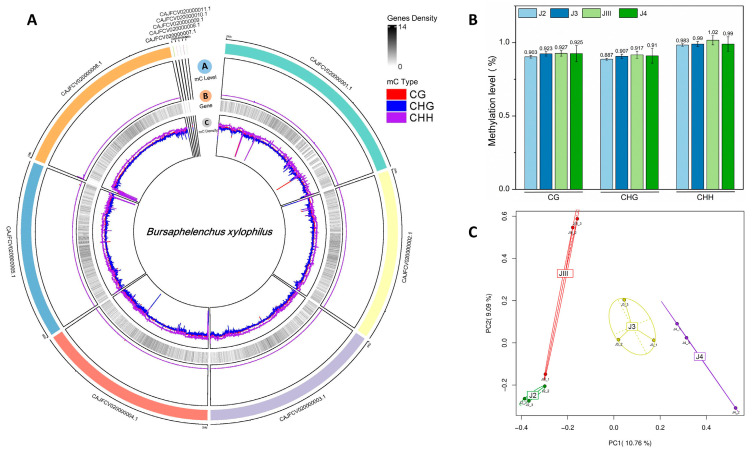
Global patterns of DNA methylation. (**A**) Whole genome methylation profile of eleven scaffolds of *Bursaphelenchus xylophilus*. (Ⓐ) mC level. (Ⓑ) Gene density. (Ⓒ) mC density. (**B**) Average methylation levels of four life stages. (**C**) PCA analysis of four life stages.

**Figure 3:**
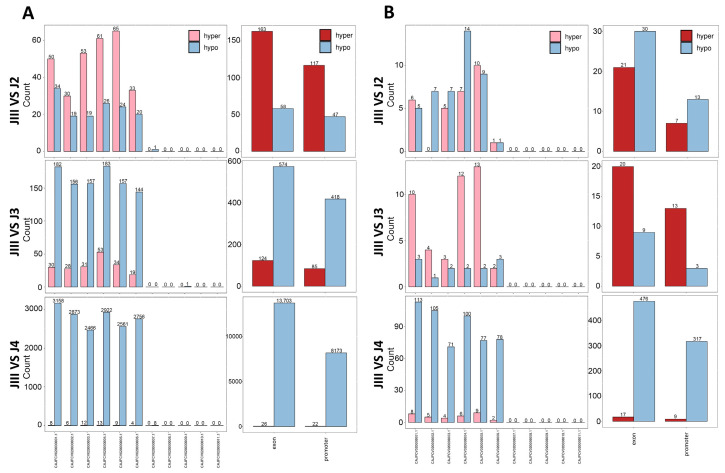
Genome-wide distribution of DMCs and DMRs throughout the four different developmental stages in pinewood nematode. (**A**) The number of hypermethylated and hypomethylated DMCs is counted and distributed across chromosomes and genetic elements in three pairwise comparisons: JIII vs. J2, JIII vs. J3, and JIII vs. J4. The distribution of the chromosome and the exons and promoters is shown in the left and right columns, respectively. (**B**) The number of hypermethylated and hypomethylated DMRs is counted and distributed across chromosomes and genetic elements.

**Figure 4:**
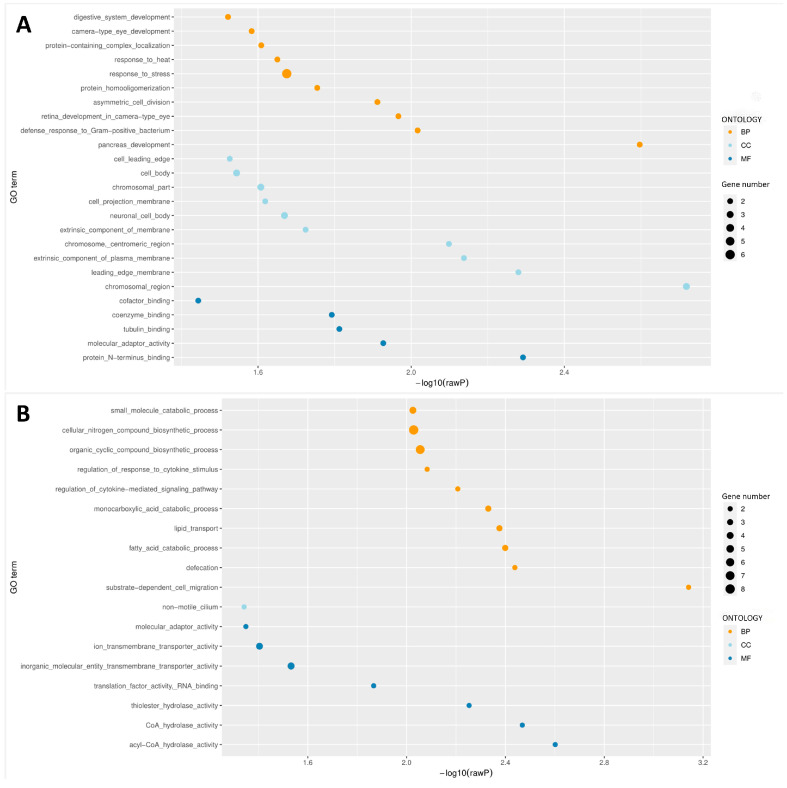
GO enrichment results of DMGs in DMRs. (**A**) Functional enrichment analysis of genes modified by hypermethylated DMRs in the experimental group relative to the control group (*Bursaphelenchus xylophilus* JIII vs. J2). (**B**) Enrichment of genes modified by hypomethylated DMRs in JIII vs. J2. The y-axis indicates the pathway name, x-axis indicates the enrichment factor, and the bubble size indicates the number of genes in each pathway. The figure only displays entries with statistical significance (rawP < 0.05). If there are more than 10 significantly enriched pathways for each type, only the results of the top 10 pathways of each type will be shown. GO is divided into three ontologies, namely: Molecular Function (MF), Cellular Component (CC), and Biological Process (BP).

**Figure 5:**
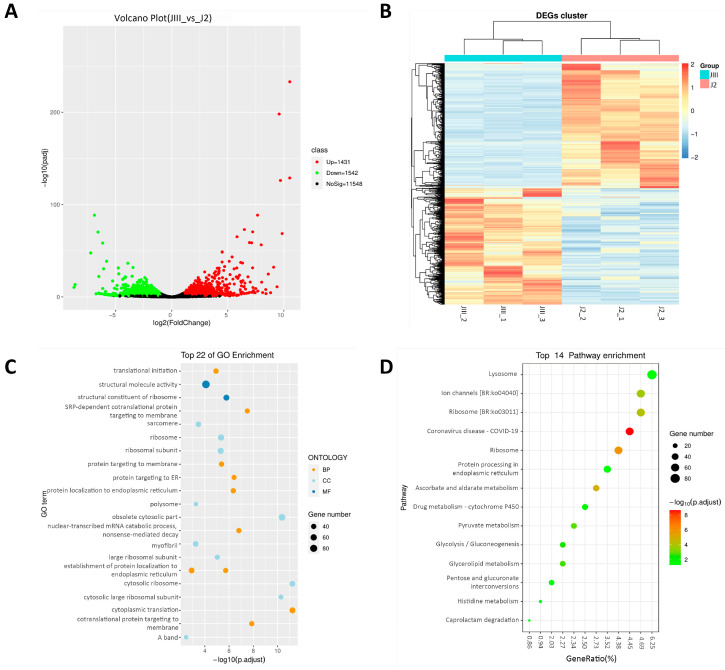
RNA sequencing analysis during *Bursaphelenchus* xylophilus JIII formation. (**A**) Volcano plot of differentially expressed genes (DEGs) in JIII vs. J2. The red and green dots indicate significantly up- and down-regulated differential genes, and black dots indicate non-significant differential genes. (**B**) Heatmap of DEGs in JIII vs. J2. Red indicates the upregulated genes, and purple indicates the downregulated genes. (**C**) GO enrichment of DEGs in JIII vs. J2. GO is divided into three ontologies, namely: Molecular Function (MF), Cellular Component (CC), and Biological Process (BP). (**D**) KEGG pathway enrichment of DEGs in JIII vs. J2. The size of the point represents the total number of genes enriched to the entry, with smaller p.adjust values indicated by a more red color.

**Figure 6:**
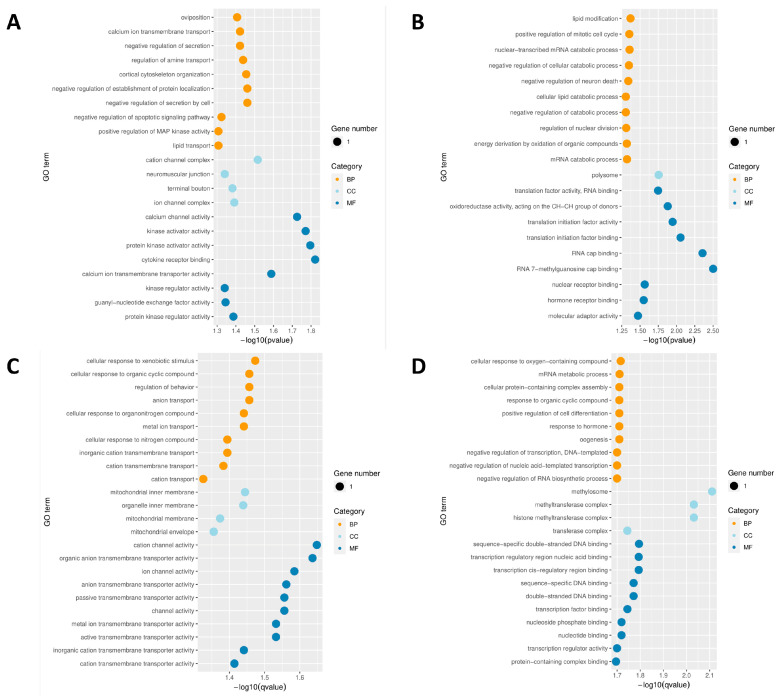
GO enrichment of genes with hypomethylation and transcriptional alterations in *Bursaphelenchus xylophilus* JIII vs. J2. (**A**) GO enrichment for genes that are methylated in genebody while transcription is decreased. (**B**) GO enrichment for genes that are methylated in genebody while transcription is elevated. (**C**) GO enrichment for genes that are methylated in promoter while transcription is decreased. (**D**) GO enrichment for genes that are methylated in promoter while transcription is elevated.

**Figure 7:**
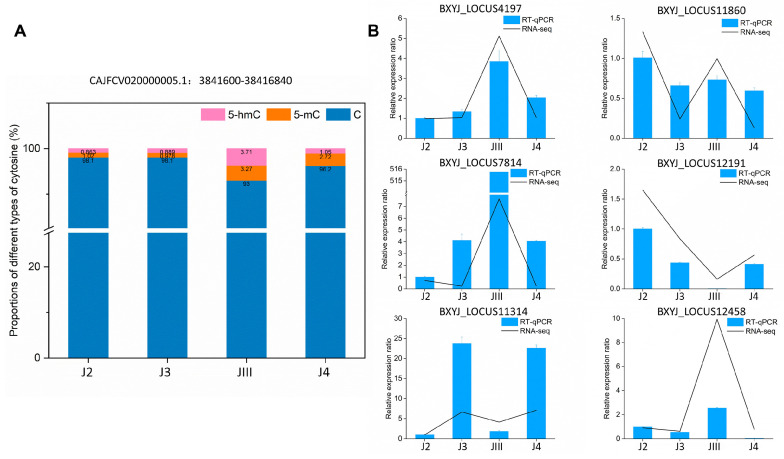
Validation of RNA-seq and DNA methylation using RT-qPCR. (**A**) DNA methylation verification of selected DNA fragment. (**B**) RT-qPCR validation in RNA-Seq results.

**Table 1:** Genes with altered methylation and transcription in *Bursaphelenchus xylophilus* JIII vs. J2. The gene IDs listed are the transcript names in the reference genome. For genes with documented homologs (gene name in parentheses), transcript functions listed in NCBI were used to determine putative identity.

Gene ID	DMR Genomic Location	DMR Difference	DEG log2 Fold Change
BXYJ_LOCUS13082	genebody	0.338333	−1.104336548
BXYJ_LOCUS11405 (Syt1)	genebody	0.200167	−1.268410936
BXYJ_LOCUS7569	genebody	0.184889	6.037514936
BXYJ_LOCUS7569	promoter	0.184889	6.037514936
BXYJ_LOCUS7568	promoter	0.184889	6.477511571
BXYJ_LOCUS8847	genebody	0.148556	−1.069283441
BXYJ_LOCUS12505	promoter	0.128333	1.891287088
BXYJ_LOCUS15791 (Kmt)	genebody	0.119778	1.718757485
BXYJ_LOCUS10978	genebody	0.1175	−1.451330359
BXYJ_LOCUS8383	genebody	0.117333	7.439557963
BXYJ_LOCUS8383	promoter	0.117333	7.439557963
BXYJ_LOCUS8384	promoter	0.117333	3.671438732
BXYJ_LOCUS10824	promoter	0.102778	−3.842519089
BXYJ_LOCUS8048 (Trpv6)	genebody	−0.100111	−1.312559644
BXYJ_LOCUS10582 (Enr)	genebody	−0.100778	2.43271744
BXYJ_LOCUS6456 (Pex10)	promoter	−0.132444	1.010721634
BXYJ_LOCUS8233 (Col-125)	genebody	−0.15	−4.15283697
BXYJ_LOCUS7390 (Kcnk18)	promoter	−0.161667	−1.063657134
BXYJ_LOCUS12977 (Srt-41)	genebody	−0.166333	−1.476196334
BXYJ_LOCUS5952 (Madd)	genebody	−0.171556	−1.15646022
BXYJ_LOCUS3255 (Nht-62)	genebody	−0.219333	−1.199834112
BXYJ_LOCUS12921 (Slc25a10)	promoter	−0.227556	−1.178271087
BXYJ_LOCUS5381 (Mif4gd)	genebody	−0.244333	1.390619044

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov/geo/ (accessed on 1 November 2023), GSE242183.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb45120603/s1, Table S1: location information and primer sequences of validated RNA-seq genes and methylated DNA fragments; Table S2: summary of whole-genome bisulfite sequencing data from 12 samples; Table S3: average methylation levels in 12 samples; Table S4: differentially methylated genes (DMGs) in JIII vs. J2; Table S5: GO analysis of hypermethylated differentially methylated genes (DMGs) in JIII vs. J2; Table S6: GO analysis of hypomethylated differentially methylated genes (DMGs) in JIII vs. J2; Table S7: summary of RNA-seq data from 12 samples; Table S8: differentially expressed genes (DEGs) in JIII vs. J2; Table S9: KEGG pathway for hypomethylated differentially methylated genes (DMGs) in genebody while transcription is elevated in JIII vs. J2; Figure S1: the distribution of methylation levels in the four different stages of *B. xylophilus*.

How the deposited data were processed for this re-analysis (not part of the article)

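RNA-seq was analysed for 12 libraries of Bursaphelenchus xylophilus, with 3 libraries each of J2, J3, JIII and J4. The J2 hatched at 25 °C in 24 h, the J3 and J4 were grown on Botrytis cinerea for 30 h and 54 h, and the JIII were selected in water from the nematodes obtained from Fushun City, with no culture described for the JIII samples themselves. Groups were the stages that the sample labels give. The source of the nematodes (field or culture) differs together with the stage, so the comparisons with JIII hold both. Neither the labels nor the paper pair the replicate numbers of different stages. The paper describes 3 biological replicates for its RT-qPCR on the RNA extracts and does not state whether they were separate cultures.

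Per the paper's methods, the authors checked the reads with FastQC 0.11.5, trimmed them with Trimmomatic 0.38 and mapped them with Hisat2 2.2.1 to the B. xylophilus reference 1.6.2. The count values, as deposited by the authors, are whole read counts per gene, made from the mapped reads with a tool that the paper's text does not name. The TPM values, as deposited by the authors, were computed with StringTie 2.1.7 and are not on a log scale. The tables hold 15884 genes, and each of the 2 files has 6 further columns of other samples, 12 in all, which were not used here. Among 2353 genes with at least 100 counts in every library, 98.9% of the values kept the ratio of count to TPM within 2% of the gene's own ratio after a factor per library was removed. The authors called DEGs with DESeq2 1.34.0 and tested enrichment with clusterProfiler 4.4.2.

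Total counts per library ran from 4196031 to 7495813, with medians of 6681403 in J2, 6764919 in J3, 4401582 in JIII and 5599712 in J4. The 10 highest genes took 12.6% to 13.2% of the counts in JIII and 30.1% to 32.7% in J4. A count of 0 was given an upper limit of 3 counts. Reads carry no molecular identifiers, so intervals and limits cover counting error only.

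Pairs of stages were compared with edgeR 4.0.16 in R 4.3.3 on 6 libraries per fit (quasi-likelihood test, two-sided, TMM scaling, filterByExpr with a minimum count of 10). A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. CPM values are scaled by TMM, and log2 CPM used a prior count of 2. Gene lists were tested with camera from limma 3.58.1 (correlation between genes preset to 0.01, and estimated) and with fry, adjusted over 5 lists: the hypermethylated and hypomethylated genes of Table 1, the hypermethylated stress genes of Table S5, the hypomethylated lipid genes of Table S6 and the RT-qPCR genes. Correlations across genes used 100000 permutations, and 6 such relations were adjusted together. Neighbouring tag numbers were compared with 10000 shuffles, and the covariance of fold changes between comparisons with 20 simulations of unchanged groups. Gene lists, comparisons and thresholds were set from the paper before the count tables were opened. Methylation differences and positions are the paper's, from Table S4; for its bisulfite reads the paper names the assembly GCA_904066235.2.

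The rule for the genes named in the text was written before the count tables were opened, when the values of Table 1 and Table S8 had been seen. It takes every gene of Table 1, the 6 RT-qPCR genes and the lipid genes of Table S6. From JIII vs. J2 it takes the 2 largest rises and the 2 largest falls among DEGs with a mean of at least 10 CPM and libraries that do not overlap (chance gives 10% of genes no overlap with 3 libraries against 3). From each fixed list it takes the 2 DEGs with the largest rise and the 2 with the largest fall. The stress genes of Table S5 were added outside this rule. Lists of product words and sequence motifs were not applied, since no annotation that pairs the gene IDs with products was used here. Enrichment of GO terms and KEGG pathways and the methylation sequencing were not analysed here.

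The procedure was tested on simulated data with 12081 genes, of which 50 each were changed 2-fold, 4-fold, 8-fold and 16-fold. The changed genes were drawn from those above a minimum mean count. With these libraries' spread and at an adjusted p under 0.05 with no fold threshold, edgeR recovered 2, 35, 41 and 45 of the 50 genes with 6 false calls. At the same setting DESeq2 1.42.0 recovered 6, 42, 44 and 47 with 33 false calls. Fewer genes were changed there than were called in the data, so these shares do not carry over directly. Alternatives were DESeq2, RLE and upper-quartile scaling, no filter, a filter of 10 CPM in 3 libraries, all 12 libraries in a single fit, a test against the fold threshold, no fold threshold, limma on log2(TPM + 1) and log2(TPM + 0.1), a mean TPM of at least 1, a term for the replicate number, and each library left out in turn. On log2(TPM + 1), the added 1 shrinks the changes of genes near or below 1 TPM. Scaling by the mapped reads of Table S7 or by library totals, and DESeq2 without each library, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.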

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

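The tests of the run of neighbouring genes, of single libraries and of the scaling by mapped reads were chosen after the results were seen.

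The paper reports RNA-seq DEGs for JIII vs. J2, and the other pairs of stages are given here because the paper does not report on them. By edgeR, 1315 genes were DEGs in JIII vs. J3 (435 upregulated and 880 downregulated), 1751 in JIII vs. J4 (679 and 1072) and 1596 in J3 vs. J2 (920 and 676). Scaling by mapped reads turned the split in JIII vs. J3 (1348 upregulated and 581 downregulated), in JIII vs. J4 (3238 and 471) and in J3 vs. J2 (554 and 2084), so no direction is given for the split in any of the 3. In each of these comparisons and in JIII vs. J2, 3 libraries against 3 give 10 splits, too few for a share under 0.05, and 1 split, the real one, reached the real value. The highest count in another split was 1 for JIII vs. J2 (real value 2285), 1 for JIII vs. J3, 2 for JIII vs. J4 and 0 for J3 vs. J2. Every other split mixed both stages in each group, so a stage difference became spread within groups. Few calls could arise there, for all genes or for the lists, so these low counts are no separate support. For the lists, of which that of Table 1 was chosen as DEGs on these libraries, the real split called 15 genes of Table 1, 15 of Table S4 and 5 of the RT-qPCR genes, the highest count in another split was 0, and here too 1 of the 10 splits reached the real value. The 15 genes of Table S4 are the same as the 15 of Table 1, so they are not a separate result.

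BXYJ_LOCUS14074 and BXYJ_LOCUS14076, which the paper does not discuss, had the largest rises in JIII vs. J2 among DEGs with a mean of at least 10 CPM and no overlap between the stages, with log2 fold changes of 10.53 each, in a run where 5 of 8 neighbouring tags rose. The call did not rest on a single library, as 5 of the 5 genes passed in each fit without 1 library, and it did not rest on the scaling of the libraries, as the lowest log2 fold change under 3 other scalings was 9.47. The same genes were also higher than in J3 (log2 fold changes of 6.03 to 8.01) and than in J4 (6.76 to 8.07), where they held at most 0.0367% of the counts of a library. Reads shared between near-identical copies cannot be told apart from separate changes, because the ratio of 1 gene to another moved by up to 4.18-fold between stages but rests on low counts outside JIII. The source of the nematodes (field or culture) stays open as well, since 0 JIII libraries have a culture described, and a difference of the JIII stage is untested beside it.

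BXYJ_LOCUS10824 shows how a change may rest on 1 library, with counts of 374 in J2 replicate 2 and 10 and 29 in the other J2 libraries. By DESeq2 its adjusted p was 0.000897 with all libraries and 0.393 without J2 replicate 2, and at most 0.0137 without any other library. Genes with over 200 counts in a library and over 10 times the next library of the same stage numbered 61 in J2 and 79 in JIII. Of the 133 such genes in either stage, 8 were DEGs by DESeq2 and 8 by edgeR. No biological explanation was tested for this pattern.

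The split of DEGs in JIII vs. J4 followed the scaling of the libraries: 38.8% were upregulated with TMM and 87.3% with mapped reads, a move of 48.5 percentage points, while the median log2 fold change of all genes was 0.01 with TMM and 0.76 with mapped reads. A few genes taking most of the counts may have a part in it, since leaving the 50 highest genes out of the library totals moved the share from 90.3% to 64.7%, by 25.6 points. These 50 genes held 48.5% of the counts in J4 and 24.4% in JIII. A difference in total RNA between the stages was not measured and stays open. No direction is therefore given for the split of DEGs in this comparison.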

How the results depend on the processing

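Scaling by mapped reads and by library totals, and the DESeq2 fits without 1 library, were chosen after the data were seen; the other alternatives were set before the data were examined.

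For JIII vs. J2, DESeq2, RLE and upper-quartile scaling, both other filters, a single fit of 12 libraries, no fold threshold, the replicate block (949 and 1018) and mapped reads gave 890 to 1431 upregulated and 992 to 1542 downregulated genes, and DESeq2 shared 2261 of the 2285 DEGs. The test against the fold threshold gave 331 and 254, limma on log2(TPM + 1) 294 upregulated, on log2(TPM + 0.1) 594 and 2189 (21.3% upregulated), and with a mean TPM of at least 1 286 upregulated (22.2%). The median log2 fold change of all genes was 0.02 with TMM, -0.15, -0.34 and -0.32 in these 3 fits on TPM, and -0.11 with mapped reads (37.5% upregulated). Without 1 library the counts were 723 to 913 and 785 to 1063, the last falling most without JIII replicate 1. The cause was not tested.

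For JIII vs. J3 (33.1% upregulated), DESeq2 gave 793 upregulated genes and the replicate block 230; the test against the fold threshold gave 175 and 486. On log2(TPM + 1), 315 were downregulated (61.7% upregulated), on log2(TPM + 0.1) 1267 rose and 500 fell (71.7%), and with a mean TPM of at least 1 284 fell (63.1%), with medians of all genes of 0.18, 0.44 and 0.37 against -0.01 with TMM. Mapped reads gave 1348 and 581 (69.9%, median 0.53). Without 1 library the counts were 203 to 654 and 542 to 1087; upregulated genes numbered 654 without J3 replicate 2 and 203 to 251 without each other library, and downregulated genes 542 and 584 without JIII replicates 1 and 2. The cause was not tested.

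For JIII vs. J4 (median of all genes 0.01 with TMM), DESeq2 gave 1053 upregulated genes, and the test against the fold threshold 134 and 371. On log2(TPM + 1), 242 were downregulated (73.9% upregulated, median 0.24), on log2(TPM + 0.1) 2602 rose and 445 fell (85.4%, median 0.57), and with a mean TPM of at least 1 233 fell (73.8%, median 0.47). Mapped reads gave 3238 and 471, library totals 3791 and 408 (median 0.87), and totals without the 50 highest genes 1356 upregulated (median 0.31). Without 1 library 399 to 511 genes were upregulated (399, 442 and 432 without JIII replicates 1, 2 and 3). Beyond the 50 highest genes, the cause was not tested.

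For J3 vs. J2 (57.6% upregulated, median of all genes 0.04 with TMM), DESeq2 gave 1129 downregulated genes and the replicate block 323; the test against the fold threshold gave 399 and 84. On log2(TPM + 1) the counts were 269 and 1665 (13.9%, median -0.32), on log2(TPM + 0.1) 440 and 3329 (11.7%, median -0.75), with a mean TPM of at least 1 248 and 1642 (13.1%, median -0.66), and with mapped reads 554 and 2084 (21.0%, median -0.60). Without 1 library the counts were 446 to 902 and 174 to 706: 902 and 706 without J3 replicate 2, and at most 611 and 336 without each other library. The cause was not tested.

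Of the Table 1 and Table S4 genes, 15 each were DEGs, and these are the same 15 genes. The test against the fold threshold called 3 of each, limma on log2(TPM + 1) 6 of each, and 6 of each with a mean TPM of at least 1. Without 1 library, Table 1 gave 12 to 20 (edgeR 12 to 15, DESeq2 14 to 20) and Table S4 12 to 15. The odds ratio of DEGs among Table S4 genes was 1.74 by DESeq2 (Fisher's exact test, p = 0.0484) and 1.42 to 1.94 without 1 library (Fisher's exact test, p = 0.0417 without J2 replicate 3), and turned to 0.929 on log2(TPM + 1) and 0.852 on log2(TPM + 0.1). Of the RT-qPCR genes, the test against the fold threshold and a mean TPM of at least 1 called 3 each, and 3 to 4 passed without 1 library (3 without JIII replicate 1 or 3). The cause was not tested.

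Spearman's rho of methylation and expression kept its sign in every alternative set for this relation, and its unadjusted p passed for promoter genes (rho 0.479) alone. Pearson's r kept its sign as well, and without 1 library its unadjusted p over all genes ran from 0.00688 (without J2 replicate 3) to 0.0809 (without J2 replicate 1) in permutation tests, against 0.0391 with all libraries. Of 5 gene lists, 2 passed camera, 0 with an estimated correlation, 4 by fry (2 of them the lists of Table 1, which the study chose as DEGs on these libraries), 1 with the replicate block and 0 to 3 without 1 library (1 without J2 replicate 1 or JIII replicate 1, 0 without JIII replicate 3). DESeq2 gave 999 DEGs shared between JIII vs. J2 and J3 vs. J2, against 644 by edgeR. Genes called in JIII against each of the 3 other stages numbered 117 and 127 by edgeR and 78 and 86 with the replicate block. The stages separated under all 3 other distances. The cause was not tested.

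Each J2 library correlated best with the JIII library of its own number (r of 0.0224, 0.0654 and 0.0360 after removing stage means, against -0.0433 to 0.0104 for other pairs). With 3 libraries per stage few matchings of numbers exist, so this pattern can arise by chance and shows no pairing. Neither the labels nor the paper pair the numbers. At this depth and spread, edgeR recovered 35 of 50 simulated 4-fold changes at an adjusted p under 0.05 with no fold threshold. It recovered 2 of 50 simulated 2-fold changes (median estimate 0.97 on the log2 scale). The simulation changed 200 of 12081 genes, while 2285 were DEGs in JIII vs. J2. The same adjusted p therefore required a smaller unadjusted p in the simulation than in the data. How many small changes were missed in the data is thus not known. The changed genes were drawn from those above a minimum mean count, so these shares do not cover genes with fewer counts.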

Differences from the paper's values

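The counts of DEGs in JIII vs. J2 were 1080 upregulated and 1205 downregulated by edgeR, at the paper's thresholds; DESeq2, the tool that the paper's methods name, reached the paper's counts of 1431 and 1542.

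In Fig. 7B, RT-qPCR ratios to J2 were read by eye for 16 pairs of gene and stage. The mean TPM lay on the same side of 1 as the figure in 14 of the 16, and the edgeR fold in 12 of the 14 that could be tested. Of 6 alternatives set before the data were examined (DESeq2, RLE scaling, no filter, all 12 libraries in a single fit, limma on log2(TPM + 1) and the replicate term), those named lay within the paper's value and the others did not. A ratio was taken as within it if the larger of the pair was at most 1.5 times the smaller, or if they differed by no more than the SD of the CPM of that stage over the J2 mean. For BXYJ_LOCUS4197 the ratio in J3 was 1.97, and the paper's about 1.3 in Fig. 7B (within it by DESeq2, no filter and limma), and in JIII it was 7.11, and the paper's about 3.8 in Fig. 7B (within it by limma). For BXYJ_LOCUS7814 in JIII it was 13.0, and the paper's about 520 in Fig. 7B (no alternative within it). For BXYJ_LOCUS11314 it was 12.4 in J3, and the paper's about 24 in Fig. 7B (within it with the replicate term), and 5.81 in JIII, and the paper's about 1.8 in Fig. 7B (within it by limma). For BXYJ_LOCUS11860 it was 0.352 in J3, and the paper's about 0.66 in Fig. 7B, and 0.211 in J4, and the paper's about 0.6 in Fig. 7B (both within it by limma, where the added 1 exceeds the TPM of this gene in J3 and J4 and sets the value; the ratios of mean TPM were 0.181 and 0.0959). For BXYJ_LOCUS12191 in J4 it was 0.725, and the paper's about 0.41 in Fig. 7B (within it by limma). For BXYJ_LOCUS12458 it was 1.35 in J3, and the paper's about 0.53 in Fig. 7B (within it by limma), and 15.1 in JIII, and the paper's about 2.5 in Fig. 7B (no alternative within it). The ratio of mean TPM, chosen after seeing the values, was within the paper's value for BXYJ_LOCUS4197 in J3 and JIII (1.05 and 5.20), BXYJ_LOCUS12191 in J4 (0.342) and BXYJ_LOCUS12458 in J3 (0.687), and outside it for BXYJ_LOCUS4197 and BXYJ_LOCUS11314 in J4, where the edgeR fold was within it.

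Fig. 7B shows BXYJ_LOCUS7814 higher in J3 and J4 than in J2 by RT-qPCR, while its mean TPM was 0.143 in J2, 0.0464 in J3 and 0.0502 in J4, all from few counts.

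Table 1 lists BXYJ_LOCUS13082, Kmt (BXYJ_LOCUS15791), Kcnk18 (BXYJ_LOCUS7390), BXYJ_LOCUS8383, BXYJ_LOCUS8384 and BXYJ_LOCUS10824 as DEGs. The first 3 had adjusted p of 0.0565, 0.0930 and 0.0524 from edgeR, and the last 3 were removed by the filter on low counts. DESeq2 called all 21 genes of Table 1, and edgeR without the filter called BXYJ_LOCUS8383 (adjusted p = 0.0243).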

Other observations

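The analysis of promoter genes was planned; its reading as a test of opposite directions, its fits without 2 genes, the test of neighbouring genes that rise and the comparison of named genes across J3 and J4 were chosen after the results were seen.

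Higher expression than in J2 did not always set JIII apart from the other stages. Of the 6 genes of Table 1 that were upregulated in JIII vs. J2, BXYJ_LOCUS7568 and BXYJ_LOCUS7569 were also upregulated against J4 (log2 fold changes of 3.41 and 3.05) and against J3, where counts were 4, 0 and 2 for BXYJ_LOCUS7568 (log2 fold change 8.55) and 0 in each library for BXYJ_LOCUS7569 (208, 160 and 178 in JIII). Enr was upregulated in J3 vs. J2 (4.22, adjusted p = 0.00339 from edgeR), and in JIII its value was below J3 in every fit, with a call that was lost in several (-1.84, adjusted p = 0.0351 from edgeR; -1.21 and 0.0721 when scaled by mapped reads; 0.0611 to 0.116 in 5 of the 6 fits without 1 library, all but that without J3 replicate 1; 0.0857 by limma on log2(TPM + 1)) and below J4 (-2.98, adjusted p = 0.000156 from edgeR). Pex10 passed against neither J3 (0.59, adjusted p = 0.159 from edgeR) nor J4 (-0.67, adjusted p = 0.0513 from edgeR), and with mapped reads the change against J3 was 1.10 (adjusted p = 0.0473) and that against J4 turned to 0.08. Of the 9 downregulated genes, Col-125 was also below J3 (-9.50) and J4 (-7.46), Slc25a10 was below J4 (-1.63; -0.89 with mapped reads and 0.17 by limma on log2(TPM + 1)), and Syt1, Nht-62 and BXYJ_LOCUS8847 were above J4 (1.54, 1.68 and 1.10, the last 0.93 without J4 replicate 3). With mapped reads these values were 2.29, 2.42 and 1.86, and Srt-41 and Madd were called above J4 too (adjusted p = 0.00802 and 0.00896 from edgeR). Slc25a10 did not pass against J3 (1.47, adjusted p = 0.0797 from edgeR). It was called above J3 by DESeq2 (1.51, adjusted p = 0.0290) and by edgeR with mapped reads (1.95, adjusted p = 0.0368), and limma on log2(TPM + 1) gave 0.16. The counts and TPM of Slc25a10 did not follow each other. In JIII, counts of 84, 66 and 51 went with 0.792, 0.121 and 0.141 TPM. In J4, counts of 169, 168 and 116 went with 0.123, 0.157 and 0.236 TPM. In J3 vs. J2, Col-125 was upregulated (5.32), and Nht-62 (-2.16) and Slc25a10 (-2.67) were downregulated as well, also in each fit without 1 library. Syt1, Srt-41 and Madd were downregulated there with all libraries (-1.27, -2.13 and -1.11) but lost the call in 4, 5 and 6 of the 6 fits without 1 library.

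Across 11072 genes tested in all 3 comparisons, 117 were upregulated and 127 downregulated in JIII against each of J2, J3 and J4. With mapped reads the counts were 281 and 74, of which 112 and 65 were the same genes. DESeq2 gave 187 and 185. The 3 comparisons share the JIII libraries and their source, and no value for unchanged groups is given here, so the counts test neither stage nor source.

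JIII vs. J2 and J3 vs. J2 shared 256 upregulated and 388 downregulated genes among 11576 tested in both, where independent lists, which leave out the shared J2 libraries, give 58.9 and 69.8; 53 genes were called in opposite directions. The covariance of the log2 fold changes was 0.694, against 0.156 in 20 simulations of unchanged groups, which hold the shared J2 libraries alone. Each simulated gene kept its J2 level in every stage, so genes low in J2 were filtered out there. The real and simulated covariances thus cover different genes and are not directly comparable. The correlation was 0.459, against 0.497 in the simulations, so the correlation alone does not show a shared change. The J2 libraries were too few to be divided between the comparisons.

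On average the libraries of JIII correlated with those of J2 at 0.813, of J4 at 0.809 and of J3 at 0.771 (Pearson's r of log2 CPM), and J3 with J4 at 0.824.

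Genes with neighbouring tag numbers changed together more often than shuffled genes. Both members rose in 132 of 9760 pairs of tested neighbours in JIII vs. J2, 1.69 times the mean of 10000 shuffles (77.9), and both fell in 194, 2.00 times the mean (97.1), with p = 0.0001 each in a permutation test, the smallest p that the shuffles can give. In Table S4, tag numbers rose with position in 45 of 45 neighbouring genebody entries, so the pairs may be neighbours in the genome. Shared regulation, recent gene copies and reads shared between copies were not separated by this test.

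A candidate explanation for expression changes near DMRs is that methylation and expression differ in opposite directions. For promoter genes the relation had the other sign, with a Spearman's rho of 0.479 across 19 genes with 16 distinct methylation differences. It was 0.513 without the 2 genes farthest from the median methylation difference. For all 19 genes the adjusted p of rho, 0.0816 in a permutation test, did not pass, while Pearson's r of 0.622 did (permutation test, adjusted p = 0.0220). Without the 2 farthest genes r was 0.683 (permutation test, unadjusted p = 0.00184). Without BXYJ_LOCUS7568 and BXYJ_LOCUS7569 rho was 0.332 and r was 0.421 (permutation tests, p = 0.191 and 0.0936). The values therefore do not show opposite directions for promoters, and a relation of the same sign is not established apart from these 2 genes.

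Of the 6 hypermethylated stress genes of Table S5, 4 could be tested and 0 were DEGs by edgeR in JIII vs. J2 (median log2 fold change 0.91; 0 also when adjusted over the list alone, and 1, Kmt, at an unadjusted p under 0.05 and by DESeq2). As a set they did not pass camera (adjusted p = 0.317, and 0.389 with an estimated correlation). By fry, which does not compare a set with other genes, the stress genes moved on balance to a single side (adjusted p = 0.00509), and the lipid genes did not (0.140) but changed in either direction (adjusted p = 4.90e-05).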
